# Histone deacetylation promotes transcriptional silencing at facultative heterochromatin

**DOI:** 10.1093/nar/gky232

**Published:** 2018-03-29

**Authors:** Beth R Watts, Sina Wittmann, Maxime Wery, Camille Gautier, Krzysztof Kus, Adrien Birot, Dong-Hyuk Heo, Cornelia Kilchert, Antonin Morillon, Lidia Vasiljeva

## Abstract

It is important to accurately regulate the expression of genes involved in development and environmental response. In the fission yeast *Schizosaccharomyces pombe*, meiotic genes are tightly repressed during vegetative growth. Despite being embedded in heterochromatin these genes are transcribed and believed to be repressed primarily at the level of RNA. However, the mechanism of facultative heterochromatin formation and the interplay with transcription regulation is not understood. We show genome-wide that HDAC-dependent histone deacetylation is a major determinant in transcriptional silencing of facultative heterochromatin domains. Indeed, mutation of class I/II HDACs leads to increased transcription of meiotic genes and accumulation of their mRNAs. Mechanistic dissection of the *pho1* gene where, in response to phosphate, transient facultative heterochromatin is established by overlapping lncRNA transcription shows that the Clr3 HDAC contributes to silencing independently of SHREC, but in an lncRNA-dependent manner. We propose that HDACs promote facultative heterochromatin by establishing alternative transcriptional silencing.

## INTRODUCTION

Heterochromatin is critical to eukaryotic cells and exists in two functionally distinct forms: constitutive and facultative heterochromatin. Constitutive heterochromatin is found mainly at gene-poor regions such as centromeres and telomeres, and is important for chromosome segregation during cell division. In contrast, facultative heterochromatin is found in gene-dense regions of chromosomes and controls silencing of developmentally and environmentally regulated genes (including meiotic genes (1–4) and genes regulated by phosphate availability, such as *pho1* (5)). The mechanisms underlying the formation and maintenance of stable constitutive heterochromatin have been extensively studied in the fission yeast *Schizosaccharomyces pombe*, which has proven a powerful model for understanding heterochromatic silencing. In contrast, the mechanisms mediating silencing of reversible facultative heterochromatin are not well understood.

Chromatin modifying complexes play a central role in heterochromatin formation. These include the Clr4/Suv39h-methyltransferase complex (CLRC) that methylates Lys9 of histone H3 (H3K9me), as well as the class I (Clr6 and Hos2), class II (Clr3) and class III (Sir2, NAD^+^-dependent, ‘sirtuins’) histone deacetylase complexes (HDACs). Hypoacetylation of histones often depends on HDAC recruitment via low level non-coding (nc) transcription occurring within these regions. Heterochromatic ncRNAs are converted into dsRNAs through the action of the RNA-directed RNA polymerase complex (RDRC) and subsequently cleaved by the ribonuclease III Dicer (Dcr1) to produce small interfering RNAs (siRNAs) of 21–23 nucleotides (6–8). These siRNAs are converted into single-stranded siRNAs and, together with Argonaut proteins, form the RNA-induced transcriptional silencing (RITS) complex. siRNAs direct the other RITS components, as well as Clr4, to heterochromatin by complementary base pairing with nascent transcripts (6,9,10). The Clr4 H3K9me mark, in turn, acts as a landing platform for the HP1-like proteins Swi6 and Chp2 (7). These proteins target class I and II HDAC complexes, leading to further compaction of heterochromatin and transcriptional gene silencing (11). The class I HDAC Clr6 removes acetyl groups from H3K14 and K9, and H4K5, K8, K12 and K16 (12). The class II HDAC Clr3 is part of SHREC (*S*nf2/*H*dac [histone deacetylase]-containing *Re*pressor *C*omplex) that deacetylates H3K14. In addition to Clr3, SHREC is composed of three other factors—Clr1, Clr2 and the ATPase and chromatin-remodelling subunit Mit1 (11). SHREC has been shown to be recruited to pericentromeric heterochromatin by the conserved protein Seb1 (13), which harbours RNA- and Pol II C-terminal-domain (CTD) binding modules (RNA-Recognition-Motif, RRM and CTD-Interacting-Domain, CID).

Unlike at constitutive heterochromatin, H3K9me at facultative heterochromatin does not induce transcriptional silencing. Instead, it has been proposed that meiotic transcripts are primarily silenced post-transcriptionally, with the RNA-binding proteins Mmi1 (which recognises DSR (Determinant of Selective Removal) sequences on RNA (14)) and Zinc-finger protein Red1 recruiting the RNA degradation machinery. Mmi1 and Red1 do also recruit RNAi and establish H3K9me but transcriptional silencing does not appear to be induced as a consequence. Despite all this, we previously demonstrated that the acid phosphatase-encoding gene *pho1*, on which we found facultative heterochromatin, is repressed at the transcriptional level by the DSR-containing lncRNA *prt* (*pho1-*repressing transcript). *prt* is produced in the presence of phosphate from a promoter located upstream of *pho1* (5,15–17). Under such conditions, expression of *prt* leads to transcriptional repression of *pho1*. Co-transcriptional recruitment of Mmi1 to *prt* initiates the deposition of H3K9me by Clr4, formation of transient facultative heterochromatin across the gene and degradation of *prt* by the exosome complex. In the absence of non-coding transcription (either when the non-coding promoter is deleted or when cells are shifted to media without phosphate) *pho1* transcription is fully activated. Surprisingly though, in contrast to the complete loss of silencing observed upon deletion of the *prt* non-coding promoter, deletion of Clr4 had a minor effect on *pho1* expression and instead affected only induction kinetics (5). This led us to speculate that there could be another, Clr4-independent mechanism of repression that is also mediated by *prt* non-coding transcription.

In *Saccharomyces cerevisiae* it has been shown that meiotic genes are repressed at the level of transcription by HDAC activity (18,19). Repression of euchromatic genes by non-coding transcription has also recently been shown to require the class I HDAC Rpd3S (Rpd3 Small complex), Rpd3L (Rpd3 Large complex) and the Set3 complex (20,21). HDAC activity within these complexes is tightly linked to methylation of either H3K36 or H3K4 by, respectively, Set2 and Set1 methyltransferases. Through interacting with serine 5 phosphorylated CTD Set1 methylates H3K4 at gene 5′ ends (22). It establishes a zone of H3K4me3 near transcription start sites followed by a zone of H3K4me2 downstream (23,24). Set2 on the other hand establishes H3K36 methylation later during transcription and interacts with CTD phosphorylated at serines 2 and 5 (25–27). H3K36me can negatively affect transcription by targeting histone deacetylation by Rpd3S (28–30). Both the Set2-Rpd3S and Set1-Rpd3L pathways have been shown to be important for modulating transcriptional dynamics during certain environmental changes in *S. cerevisiae*. Interestingly, while steady-state mRNA levels are not affected, gene induction occurs more rapidly upon carbon source shift in the absence of Set2. This is reminiscent of the situation in *S. pombe* where we also see faster *pho1* induction in a Clr4 mutant. Here, homologous HDAC activities are provided by Clr6 and Hos2 complexes but, unlike budding yeast Rpd3, Clr6 is essential for cell viability (31). A possible reason for these differences might be due to the fact that Clr6 also functions in transcriptional silencing at constitutive heterochromatin together with Clr3 and the class III HDAC Sir2.

In this study, we set out to investigate whether HDACs contribute to transcriptional silencing at regions of facultative heterochromatin. Using the *pho1* locus as a model of facultative heterochromatin, we demonstrate that transcription is derepressed upon inhibition of class I/II HDACS using trichostatin A (TSA). This seems to be due to the action of Clr3 as its deletion has the same effect on *pho1* levels. Strikingly, Clr3-dependent repression of *pho1* is mediated via the lncRNA *prt*, which is needed for Clr3 recruitment to the loci. Interestingly, loss of Set1 and Set2 methyltransferases also leads to loss of transcriptional silencing, with the Set1 deletion having the most striking effect, suggesting that the role of Set1 in facilitating recruitment of HDACs via non-coding transcription is conserved in budding and fission yeast. In contrast to constitutive heterochromatin (13), Clr3 is likely to mediate *pho1* silencing by a mechanism that acts in addition to Clr4. Strikingly, class I/II HDAC inhibition results in loss of transcriptional silencing of meiotic genes as analysed by NET-Seq and RNA-Seq. We conclude that HDACs have an important function in transcriptional silencing at facultative heterochromatin.

## MATERIALS AND METHODS

### Yeast strains and manipulations

*S. pombe* strains were grown in either YES medium, or EMMG with 10 mM KH_2_PO_4_ to an OD_600_ of 0.4–0.7 before harvesting (32). Strains and oligonucleotides used in this study are listed in Supplementary Tables S5 and S6.

Standard PCR-based methodology was used for epitope tagging (33). The pop-in, pop-out method for allele replacement was used to introduce deletions of the *pho1* lncRNA (34). DNA fragments carrying the desired deletions were generated by 2-step PCR. Fragments were confirmed by sequencing, and cloned into pCR blunt II TOPO (Life Technologies), according to the manufacturer's instructions, before subcloning into pKS-URA4 (33) by SpeI/NotI digestion and ligation. BseRI was used to linearize the plasmid before transformation into *S. pombe* cells lacking the *ura4* locus. Ura^+^ colonies were selected on EMMG without uracil and genotyped by DNA sequence analysis of PCR products. Positive clones were plated onto 5-FOA to select cells in which the *ura4^+^* gene had been ‘popped-out’. Clones were verified by colony PCR and sequencing of products.

### Northern blotting

Northern blot experiments were essentially performed as described (35). Gene-specific PCR-generated fragments were used as probes using oligonucleotides listed in Supplementary Table S6. RNA was prepared with phenol:chloroform and 8 μg was resolved on a 1.2% agarose gel containing 6.7% formaldehyde in MOPS buffer. After capillary transfer in 10× SSC onto a Hybond N+ membrane (GE Healthcare), RNA was UV-crosslinked and stained with methylene blue to visualize ribosomal RNA bands. Gene-specific probes were generated by random priming in the presence of ATP [α-^32^P] using the Prime-It II Random Primer Labeling Kit (Agilent) and hybridized at 42 °C overnight. After repeated washes in 2× SSC, 0.1% SDS, blots were exposed on Amersham Hyperfilm MP (GE Healthcare).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as previously described (5). Immunoprecipitations (IPs) were conducted with either rabbit IgG agarose (Sigma) or antibodies against H3 (Abcam, 1791, RRID:AB_302613), H3K14ac (Millipore, 07-353, RRID:AB_310545), Rpb1 (Millipore, 8WG16, RRID:AB_492629) or c-Myc (Santa Cruz, SC-40, RRID:AB_627268) coupled to protein G dynabeads (Life Technologies). Primers for qPCR analysis are listed in Supplementary Table S6.

### RNase ChIP

RNase ChIP was performed as described above with the following exceptions: (i) formaldehyde cross-linking time was reduced from 20 to 5 min (ii) Chromatin was prepared in FA lysis buffer with 0.05% SDS and (iii) cross-linked chromatin was treated with either 7.5 U of RNase A (Thermo Scientific) and 300 U of RNase T1 (Thermo Scientific) or an equivalent volume of RNase storage buffer (50 mM Tris–HCl (pH 7.4) and 50% (v/v) glycerol). After incubation at room temperature for 30 min, immunoprecipitations were performed as usual.

### ChIP-seq

Chromatin was prepared as above. After washing and eluting bound material from the beads, protein was removed by incubation with 0.4 mg pronase for 1 h at 42°C, followed by overnight incubation at 65°C. RNA was degraded by incubating samples with 0.02 mg RNase A (Roche) for 1 h at 37°C. DNA was purified using ChIP DNA Clean & Concentrator kit (Zymo Research, USA) according to the manufacturer's instructions. A sequencing library was constructed using NEBNext Fast DNA Library Prep Set for Ion Torrent™ Kit (NEB, USA). Libraries with different barcodes were pooled together and loaded onto the Ion PI™ Chip v3 using the Ion Chef™ Instrument (Life Technologies, USA). Library sequencing was carried out on the Ion Torrent Proton. The resulting sequences were trimmed to remove low quality reads (less than Phred score 20) and reads shorter than 20 nt using Trimmomatic (version 0.36) (36).

### RNA sequencing

RNA-seq was performed in duplicates as described previously (37). Libraries were prepared and sequenced by the High-Throughput Genomics Group at the Wellcome Trust Centre for Human Genetics on the Illumina HiSeq 2500 platform. Quality trimming was performed using Trimmomatic (Galaxy Version 0.32.3, RRID:SCR_011848) (36).

For identification of CUTs, total RNA was extracted from biological duplicates of WT and *rrp6Δ* cells, using standard hot-phenol procedure. ERCC RNA Spike-In (2 μl of 1:100 dilution; Ambion) was added to 1 μg of total RNA, then rRNAs were depleted using the RiboMinus Eukaryote System v2 (Life Technologies). Strand-specific total RNA-Seq libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). Paired-end sequencing (2 × 50 nt) of the libraries was performed on a HiSeq 2500 sequencer.

### NET-seq

Biological duplicates of Rpb3-Flag *S. pombe* cells were treated for 2.5 h with 20 μg/ml of the HDAC inhibitor trichostatin A (TSA). After lysis, each *S. pombe* lysate was mixed with an aliquot of a lysate of Rpb3-Flag *S. cerevisiae* cells (spike), in a 50:1 ratio.

Libraries were constructed according to the previously published protocol (38), with minor modifications, starting from 1 L of exponentially growing cells. Ligation of DNA 3′-linker was performed as described (39), starting with 2–3 μg of purified nascent RNA. Ligated nascent RNA was then submitted to alkaline fragmentation for 20 min at 95°C. Single-end sequencing (50 nt) of the libraries was performed on a HiSeq 2500 sequencer.

After removal of the 5′-adapter sequence using cutadapt, reads were uniquely mapped to the *S. pombe* and *S. cerevisiae* reference genomes using version 2.2.5 of Bowtie, with a tolerance of one mismatch. Bioinformatics analyses used uniquely mapped reads. Tags densities were normalized either on the total number of uniquely mapped reads (IP & Input samples), or the signal for *S. cerevisiae* ribosomal proteins-coding genes.

### Processing and bioinformatic analysis of genome-wide data

Reads were aligned to the *S. pombe* genome (ASM294v2.28) and the *S. cerevisiae* genome (sacCer3) separately either with TopHat (Galaxy Version 0.9, RRID:SCR_013035) (40) in the case of RNA-Seq, or with Bowtie2 v2.2.6 (RRID:SCR_005476) (41) in the cases of NET-Seq and ChIP-Seq. Reads that were present in both alignments were removed using the Picard Tool Suite (http://broadinstitute.github.io/picard) to keep only reads unique for one of the genomes. All remaining *S. cerevisiae* reads were counted and used for the normalization of *S. pombe* samples. In the case of ChIP-Seq, differences in the input was also taken into account when calculating normalization values and H3K14ac was normalized to H3 density as determined by H3 ChIP-Seq. For NET-Seq, reads were trimmed to leave only the 3′ nucleotide corresponding to the nucleotide in the active centre of Pol II at the time of the experiment. For RNA-Seq, only properly aligned pairs were kept and all other reads were removed using samtools (42). Spearman correlation matrices and metagene plots were calculated using deepTools (43). For differential expression analysis, indicated regions were counted using R for ChIP-Seq and NET-Seq while HTSeq was used for RNA-Seq data (44). The analysis for all data sets was performed with the R package DESeq2 (RRID:SCR_000154) (45) using manual normalization to *S. cerevisiae* spike-in counts determined as described above. All other data analysis was also performed with R using in-house scripts featuring Bioconductor packages (46,47).

For CUTs annotation, reads were mapped to the *S. pombe* reference genome using version 2.0.6 of TopHat, with a tolerance of three mismatches and a maximum size for introns of 5 kb. Tags densities were normalized on the ERCC Spike-In signals. Segmentation was performed using the ZINAR algorithm (48). CUTs were defined as ≥200 nt segments showing a >2-fold enrichment in *rrp6Δ* vs WT, with a *P*-value (adjusted for multiple testing with the Benjamini-Hochberg procedure) <0.05 upon differential expression analysis using DESeq (49).

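The 2509 CUTs of the deposited table are 200 to 5313 nt long, with a median of 400 nt, and 88.6% are shorter than 1 kb. Chromosome I holds 1153 of them, chromosome II 883 and chromosome III 471. The ratio of the mean normalized read count in *rrp6*Δ to that in WT is above 2 for all 2509, with a lowest ratio of 2.04 and a median of 5.14, and both *rrp6*Δ libraries lie above both WT libraries at each. These values follow from how CUTs were defined. The median CUT had 12.1 normalized read counts in WT and 66.4 in *rrp6*Δ, 1427 CUTs had at least 10 reads in each WT library, and 11 had 0 reads in both. With limma in place of DESeq, 2507 CUTs meet the thresholds. CUT4 (log2 fold change 0.98, standard error 0.38, adjusted p = 0.0309) and CUT146 (0.98, standard error 0.40, adjusted p = 0.0376) pass the p-value and lie just under 2-fold.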

## RESULTS

### The class II HDAC Clr3 contributes to *pho1* silencing

We previously reported that transcriptional repression of the acid phosphatase *pho1* in response to extracellular inorganic phosphate relies on the transcription of the overlapping ncRNA *prt* (5). We showed that the H3K9 methyltransferase Clr4 contributes to this effect but, since its deletion does not lead to complete loss of silencing, we speculated that other players must be involved. In addition to H3K9me, hypoacetylation of histones by HDACs has been linked to transcriptional repression. To then investigate whether HDACs are involved in repression at *pho1*, we treated cells with a class I and II HDAC inhibitor, trichostatin A (TSA). Strikingly, a substantial increase in *pho1* mRNA is observed by Northern blot when cells are transiently treated with TSA (Figure 1A). At the same time, no change in the expression level of the house-keeping gene *adh1* is observed upon TSA treatment.

**Figure 1.**
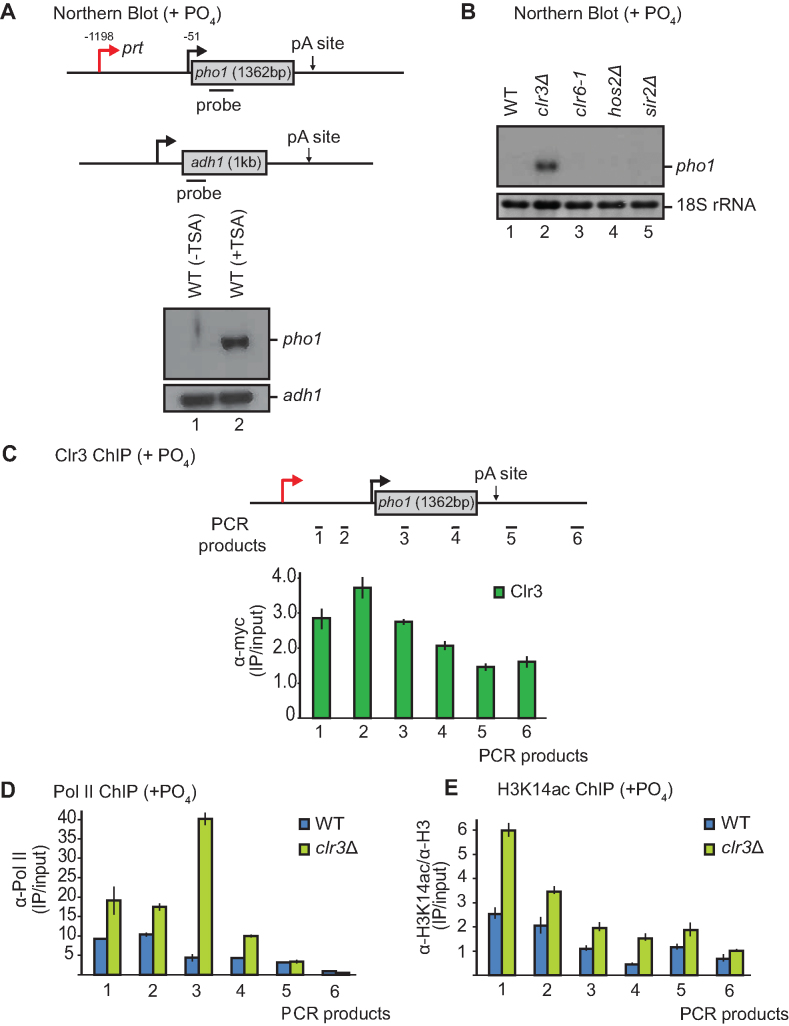
The HDAC Clr3 contributes to *pho1* silencing. (**A**) Schematic of *pho1* (top) and *adh1* (bottom) genes are shown with probes indicated by black bars. Northern blot analysis of RNA isolated from a wild-type (WT) strain untreated (–TSA) or treated (+TSA) with 20 μg/mL of the HDAC inhibitor trichostatin A (TSA). The housekeeping gene *adh1* serves as loading control. (**B**) Northern blot analysis of RNA isolated from the indicated strains grown in YES. 18S ribosomal RNA serves as a loading control. (**C**) Schematic of *pho1* gene with qPCR products indicated by black bars. Clr3-myc ChIP was performed in YES. (**D**) Pol II and (**E**) H3K14ac ChIP analysis performed in a *clr3*Δ strain compared to wild-type (WT) levels. In all ChIP-qPCR figures the mean from three independent experiments is shown; error bars indicate the standard error of the mean.

In order to identify which of the four *S. pombe* HDACs is responsible for the repression of *pho1*, we analysed RNA levels from the following HDAC mutant strains: *clr3*Δ, *clr6-1, hos2*Δ and *sir2*Δ (Figure 1B). Of the TSA-sensitive HDACs, Clr3 was the only one that had an effect on *pho1* expression, with its deletion resulting in increased *pho1* mRNA levels (Figure 1B). In contrast, deletion of TSA-insensitive *sir2*, which contributes to transcriptional silencing at constitutive heterochromatin, had no effect on *pho1* expression (Figure 1B, lane 5). Furthermore, no additional increase was observed when *clr3*Δ cells were treated with TSA suggesting that the increased *pho1* levels observed upon TSA treatment are solely due to Clr3 inhibition (Figure 3H, lanes 5 and 6). Previously, we showed that *pho1* levels are altered in RNA decay mutants (*rrp6*Δ and *mmi1*Δ) due to increased expression of *prt* (5). In contrast, *clr3*Δ does not lead to the same increase in levels of *prt* (Figures 1B and 3G), suggesting a different mechanism of action here.

To further understand the role of Clr3 in repression of *pho1*, chromatin immunoprecipitation (ChIP) followed by qPCR was performed to determine whether Clr3 is recruited to the locus. This revealed that Clr3 indeed localizes to the gene, particularly at the non-coding region (Figure 1C). A recent study proposed a mechanism of Clr3 recruitment via the DNA and RNA binding activity of the non-catalytic SHREC subunit Clr2 (50). In order to determine whether Clr3 is recruited and functions at *pho1* as part of SHREC or independently of the complex, the effects of *clr1, clr2*, and *mit1* deletion on RNA levels were analysed by Northern blot (Supplementary Figure S1A). Compared to wild-type *pho1* mRNA levels, a slight accumulation was detected for all strains. However, this is less pronounced than in *clr3*Δ, indicating that Clr3 is unlikely to entirely depend on Clr2 or other components of SHREC for recruitment to *pho1*. This is consistent with previous reports showing that Clr3 can also localize to several sites independently of other SHREC components (11).

### Lack of Clr3 coincides with increased H3K14 acetylation and transcription at *pho1*

Having established that Clr3 is recruited to the non-coding *prt* region, we wanted to investigate how it exerts its silencing effect on *pho1*. Previous studies at the *mat* locus have proposed that Clr3 can restructure the chromatin environment in such a way as to restrict Pol II access (51). In order to address if this is the case at the *pho1* region as well, the occupancy of Pol II at the locus was determined by ChIP-qPCR (Figure 1D). We found that loss of Clr3 leads to increased Pol II levels upstream of the *pho1* promoter and particularly across the gene body. This is consistent with increased transcription of *pho1* mRNA.

Since Clr3 possesses histone deacetylase activity, we expected changes in H3K14 acetylation (H3K14ac) levels at the *pho1* locus in *clr3*Δ. Indeed, an increase in the levels of H3K14ac could be detected by ChIP-qPCR (Figure 1E); similar to what has been shown previously at pericentromeric heterochromatin (11). Concomitantly, the biggest increase in H3K14ac occurred over the non-coding region to which Clr3 is recruited. Taken together these data suggest that Clr3 functions in silencing the *pho1* mRNA by a mechanism that depends on its HDAC activity.

### Clr3 and Clr4 function independently to silence *pho1*

It has previously been suggested that Clr3, as part of SHREC, promotes H3K9me at pericentromeric heterochromatin and acts in the same pathway as the Clr4 methyltransferase (13). Consequently, we next tested whether this is also the case at the *pho1* locus. In order to address this, we generated the double mutant *clr3*Δ*clr4*Δ. Remarkably, this mutant showed an additive accumulation of *pho1* mRNA levels (Figure 2A) and displayed a slow growth phenotype considerably more severe than either of the single mutants, *clr3*Δ or *clr4*Δ (Figure 2B). These data support the idea that Clr3 and Clr4 can act independently of each other to promote gene silencing at facultative heterochromatin, in contrast to the mechanism proposed at constitutive heterochromatin.

**Figure 2.**
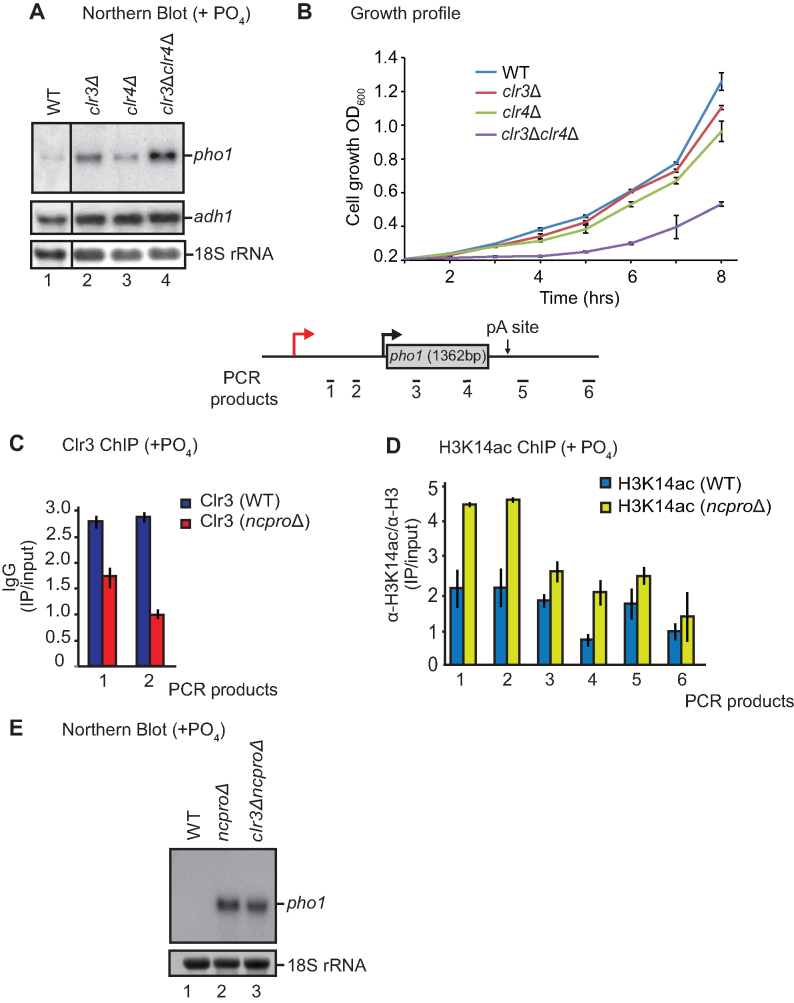
Cumulative effect of Clr3 and Clr4 on heterochromatin establishment. (**A**) Northern blot analysis of RNA isolated from the indicated strains grown in YES. *adh1* and 18S ribosomal RNA serve as loading controls. Probes used are as in Figure 1A. (**B**) Growth profile of indicated strains grown in YES media over a period of eight hours. Error bars represent SD of the mean of three independent determinations. Schematic of the *pho1* gene is shown with qPCR products indicated by black bars. (**C**) Clr3 and (**D**) H3K14ac ChIP-qPCR was performed in wild-type (WT) cells and a strain lacking the *prt* promoter (*ncproΔ*). (**E**) Northern blot analysis of *pho1* from RNA isolated from the indicated strains. 18S ribosomal RNA represents a loading control. Probe used is the same as in Supplementary Figure S1A.

### Non-coding transcription is required for Clr3 recruitment

To further our understanding of how Clr3 drives transcriptional silencing, we investigated whether non-coding transcription is needed for its function. We found that, in the absence of non-coding transcription in a strain lacking the *prt* promoter (*ncpro*Δ) (5), Clr3 recruitment to *pho1* was reduced (Figure 2C). H3K14ac levels were also increased in this strain (Figure 2D), similar to that seen in *clr3*Δ (Figure 1E). Moreover, we reasoned that if Clr3 recruitment can only occur in the presence of non-coding transcription, a *clr3*Δ*ncpro*Δ double mutant should not have an additive effect on *pho1* expression compared to the respective single mutants. To test this, we analysed *pho1* levels in these strains and, as expected, northern blot analysis revealed no obvious additive effect compared to the *ncpro*Δ single mutant (Figure 2E). This indicates that Clr3 is likely to operate downstream of *prt* transcription.

To test which specific region(s) of the *prt* ncRNA other than its Mmi1 binding site are involved in *pho1* silencing, a series of five different 189 bp deletions within the 5′ proximal region of *prt* were generated (*prt-1*Δ (–1197 to –1008), *prt-2*Δ (–1008 to –819), *prt-3*Δ (–819 to –630), *prt-4*Δ (–441 to –252), and *prt-5*Δ (–252 to –63) (*pho1* ATG = 1)) (Figure 3A). We were unable to generate a deletion of the region –630 to –441. Interestingly, elevated *pho1* levels were observed in *prt-1*Δ, *prt-2*Δ, and *prt-3*Δ (Figure 3B, lanes 1–4) suggesting that element(s) responsible for *pho1* silencing are located within the 5′ part of *prt*. No change in *pho1* expression could be detected for either *prt-4*Δ or *prt-5*Δ (Figure 3B, lanes 5 and 6). In the case of *prt-3*Δ, this phenotype is likely a result of lost Mmi1 recruitment since this mutant lacks the DSR motifs we previously mapped ((5,37), Figure 3A, Mmi1 CRAC). We tested Mmi1 recruitment to the *prt* locus in this mutant and it is indeed defective (data not shown). We next wanted to examine whether inhibition of Clr3 HDAC activity by TSA has any additive effect on *pho1* levels in the *prt* mutants. In *prt* mutants *prt-1*Δ, *prt-2*Δ, *prt-4*Δ, and *prt-5*Δ, *pho1* levels were identical to the wild-type upon TSA treatment (Figure 3B, lanes 7, 8, 9, 11, 12). In contrast, *pho1* levels in *prt-3*Δ (which lacks DSRs) were noticeably increased in TSA-treated compared to untreated cells (Figure 3B, compare lanes 4 and 10) or any other TSA treated samples. Taken together, these data are in agreement with a model in which Clr3 recruitment is independent of H3K9me and the Mmi1/Clr4/H3K9me pathway acts in parallel to Clr3/H3K14ac.

**Figure 3.**
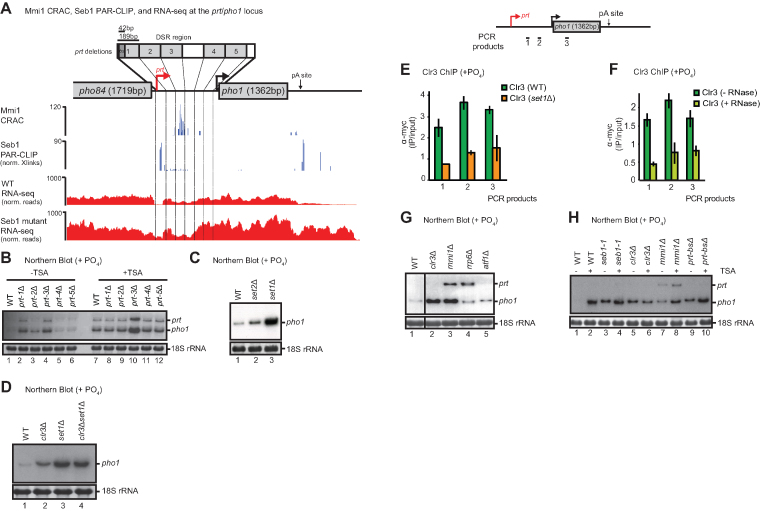
Mapping the contribution of specific regions of *prt* ncRNA to *pho1* silencing. (**A**) Schematic of *pho1* locus with deletions of *prt* regions as indicated by numbered grey boxes. Mmi1 CRAC and Seb1 PAR-CLIP signals are shown in blue and WT and Seb1 mutant S22D-K25E-K124E RNA-seq signals are shown in red. (**B**–**D**) Northern blot analysis of RNA isolated from the indicated strains grown in YES. Schematic of the *pho1* gene is shown with qPCR products indicated by black bars. (**E**) Clr3-myc ChIP-qPCR analysis over the *pho1* locus in WT or *set1*Δ. (**F**) Clr3-myc ChIP-qPCR analysis over the *pho1* locus either untreated (–) or treated (+) with RNase. (**G, H**) Northern blot analysis of RNA isolated from the indicated strains grown in YES. 18S ribosomal RNA serves as a loading control. Probes used are the same as in Figure 1A.

To understand further how transcription of *prt* mediates recruitment of Clr3 we wanted to test whether other histone methylation marks are involved in *pho1* repression. Interestingly, deletion of the H3K4 methyltransferase Set1 leads to derepression of *pho1* (Figure 3C). In contrast, deletion of the H3K36 methyltransferase Set2 only had a minor effect on *pho1* derepression, suggesting that the mechanism underlying *pho1* silencing primarily relies on histone methylation by Set1. In *S. cerevisiae*, Set1 mediates recruitment of the Rpd3L complex for repression of metabolic genes. However, we show that loss of the Rpd3 homologues Clr6 or Hos2 does not have an effect on *pho1* levels (Figure 1B). Instead, our data suggest that Set1 is likely to function via a different HDAC (Clr3) in transcriptional repression in fission yeast. To directly assess whether this is the case and that the two proteins function as part of the same pathway we performed a Northern blot to compare a double mutant *clr3*Δ*set1*Δ with the respective single mutants (Figure 3D). We found that the double mutant did not lead to higher *pho1* derepression as compared to single *set1*Δ, indicating that both proteins do indeed function in the same pathway. To test whether Clr3 recruitment depends on Set1 we performed ChIP-qPCR. In support of Set1 acting upstream of Clr3 we found the HDAC’s recruitment to the *pho1* locus to be compromised in a *set1*Δ strain (Figure 3E).

We next examined whether co-transcriptional recruitment of Clr3 is RNA dependent. To this end we performed ChIP experiments on chromatin extracts that were treated with RNases. As a control, we tested recruitment of the known *prt*-binding protein Mmi1 and, as expected, binding was lost upon RNase treatment (Supplementary Figure S2A). We found the Clr3 signal at the *pho1* locus to be reduced suggesting that its recruitment is indeed dependent on RNA (Figure 3F). At the same time, RNase treatment did not affect the Pol II profile over *pho1* (Supplementary Figure S2B). Interestingly, Set1 has recently been demonstrated to interact with nascent RNA within promoter–proximal regions via its RRM domains (52–54). These studies proposed that RNA binding might be important for Set1’s function in transcriptional repression. It is possible that both Set1 and Clr3 interact with RNA. Alternatively, the observed loss of Clr3 from chromatin upon RNase treatment might be connected to loss of the methyltransferase, which is consistent with the model where HDAC targeting depends on Set1.

Given that budding yeast Set1 has no RNA sequence specificity, it is not entirely clear to us why deletion of the promoter-proximal regions of *prt* but not the distal regions leads to loss of *pho1* silencing (Figure 3B). Budding yeast Set1 was proposed to rely on Pol II phosphorylation (specifically on serine 5 within the CTD) for promoter-proximal targeting (55). It is of course possible that the yeast proteins differ, and that *S. pombe* Set1 in fact has some preference either for nascent RNA sequence or secondary structure. Otherwise, specificity might be provided by another RNA or DNA-binding protein. Previous studies have shown that Clr3 recruitment can be mediated via the transcription factor Atf1 (51,56,57). However, the absence of the well characterized Atf1 binding site ATGACGT in *prt* suggests that Atf1 is unlikely to be involved in Clr3 recruitment to this locus. Indeed, no increase in *pho1* levels was observed in an *atf1*Δ strain (Figure 3G, lane 5). Altogether, these data suggest that HDAC-mediated silencing is dependent on Set1 and non-coding transcription and acts in addition to Mmi1/Clr4/H3K9me.

### HDACs act independently of RNA processing and degradation on *pho1*

To determine at which stage of RNA synthesis Clr3 mediates transcriptional silencing, we asked whether there is any genetic interaction between histone deacetylation and Seb1-dependent read-through or Mmi-dependent RNA degradation. We previously demonstrated that Seb1 is a key factor that regulates 3′ end cleavage and transcription termination of Pol II transcribed genes (58). Accordingly, read-through transcription is observed in *seb1* mutants from the *pho84* gene located upstream of *prt* ((58), Figure 3A), potentially interfering with its expression and leading to activation of *pho1*. Furthermore, consistent with Clr3 acting independently at this locus, an additive effect on *pho1* accumulation is observed when Clr3 HDAC activity is inhibited by TSA in strains either carrying a mutation in *seb1* (*seb1-1*) or deletion of the Seb1 binding site (*prt-bs*Δ) (Figure 3H, compare lanes 3 to 4 and 9 to 10). Similarly, *mmi1*Δ shows an additive effect with TSA (Figure 3H, compare lanes 7 and 8), which is also consistent with that seen when *prt-3*Δ, the strain harbouring a deletion spanning DSR elements (Figure 3A), is treated with TSA (Figure 3b, compare lanes 4 to 10). From these data we conclude that Clr3 is likely to act in addition to Seb1 and Mmi1 to repress *pho1*.

To explore whether other genes involved in phosphate metabolism are regulated by HDACs, we studied the expression of a gene encoding *transporter for glycerophosphodiester 1* (*tgp1*). Similar to *pho1, tgp1* is repressed in response to inorganic phosphate, via non-coding transcription (16) (Supplementary Figure S3A, lanes 9–11). The *nc-tgp1* RNA is highly unstable and accumulates upon deletion of the exosome subunit Rrp6 ((16), Supplementary Figure S3A, lane 12) or Mmi1 (16,37). We found accumulation of *tgp1* in the *seb1-1* mutant compared to wild-type (Supplementary Figure S3A, compare lanes 1 and 2). In addition, we previously placed the *seb1* gene under the control of the *nmt* promoter, where *seb1* expression is repressed upon switch from medium lacking to medium containing thiamine. Coincident with Seb1 loss, *tgp1* mRNA levels start to accrue (Supplementary Figure S3A, lane 13). Seb1’s involvement in regulation of *tgp1* likely relates to failed termination of *nc-tgp1* in the two mutants, similar to the demonstrated role of its homologue in *S. cerevisiae* (59,60). Unlike at *pho1*, we found that deletion of *clr3* has no discernible induction effect on *tgp1*. No detectable increase in either *tgp1* or *nc-tgp1* was observed in *sir2*Δ, strains harbouring a *clr6* mutation (Supplementary Figure S3A, lanes 6–8) or upon treatment with TSA (Supplementary Figure S3B). *clr4*Δ, or the double mutant *clr3*Δ*clr4*Δ (Supplementary Figure S3A, lane 4 and 5), also revealed no change in mRNA expression levels. These results indicate that unlike *pho1, tgp1* repression is not reliant on Clr3, other class I/II HDACs, nor Clr4’s methyltransferase activity.

### Inhibition of HDACs induces dramatic changes in global Pol II transcription

We next asked how global expression of genes is regulated by the action of HDACs. To examine the contribution of class I and II HDACs on gene expression, we performed RNA-seq to systematically analyse the consequences of HDAC inhibition upon treatment with TSA. We used *S. cerevisiae* for spike-in to normalize for changes in overall RNA levels and compared cells before and after addition of TSA (61–63). In contrast to our expectation considering the result at *pho1*, analysis of the data revealed that inhibition of HDAC activity results in more transcripts being decreased by at least 2-fold (3525) than increased (289) (Figure 4A and Supplementary Figure S4A). Northern blot analysis confirmed decreased levels of *SPAC2E1P3.05c* and *ctr4* transcripts (Figure 4B) upon TSA treatment. A possible explanation for such a large amount of transcripts being decreased may relate to the role HDACs have been shown to have in suppressing overlapping antisense transcription in both fission and budding yeast (31,64). Indeed, one study demonstrated that 74% of 23 transcripts positively regulated by the Rpd3L show overlapping antisense non-coding transcription (64). However, our data did not show a strong correlation with antisense transcription for genes down-regulated upon inhibition of HDACs (data not shown). This suggests that suppression of antisense transcription via HDACs may not be a major mechanism to positively control transcription in fission yeast.

**Figure 4.**
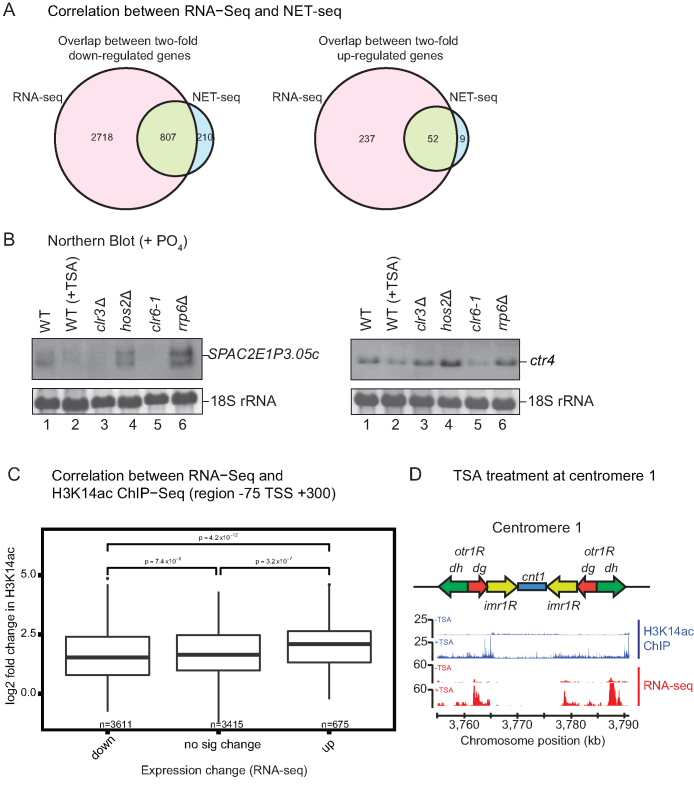
Genome-wide analyses. (**A**) Venn diagrams comparing genes identified by RNA-seq and NET-seq to be either down-regulated (left) or up-regulated (right) by treatment with TSA. (**B**) Northern blot analysis of RNA isolated from the indicated strains grown in YES and probed for *SPAC2E1P3.05c* (left) and *ctr4* (right). 18S ribosomal RNA serves as a loading control. (**C**) Genes were split, according to RNA-seq, into down-regulated, up-regulated or no significant change in TSA. The log_2_ fold change in H3K14ac of these different groups is shown as box plots. (**D**) Distribution of H3K14ac (blue) and RNA levels (red) at centromere 1 from untreated (–TSA) and treated (+TSA) samples. A map of *S. pombe* centromere 1 showing centromeric *otr1* regions comprising *dg* and *dh* repeats, *imr1* region and *cnt1* is shown.

In order to test whether the observed changes in transcript level are due to changed transcription or post-transcriptional RNA stability, as is the case in mammals (65), we performed calibrated NET-seq. This technique allows for the genome-wide assessment of Pol II distribution at single-nucleotide resolution and in a strand specific manner (38). We saw the same general trend of a greater number of genes being down-regulated than up-regulated (Supplementary Figure S4A). Remarkably, about 80% of genes that are >2-fold up- or down-regulated show the same response to TSA in NET-Seq as observed by RNA-seq (Figure 4A). This suggests that the majority of changes in gene expression induced by HDAC inhibition occur at the transcriptional level.

### Increased histone acetylation correlates with transcription activation upon TSA treatment

To determine the direct effect of TSA treatment on gene expression and histone acetylation levels, we performed ChIP-seq experiments to measure histone H3K14ac and histone H3 levels genome-wide. A Spearman correlation matrix was generated from all biological replicates of all strains used in this experiment (Supplementary Figure S4B). Spearman correlation coefficient values (visualised by coloured scale) reveal that while H3K14ac levels show large differences between TSA treated and untreated samples, the overall levels of H3 do not seem to be affected.

Consistent with previous results (66) we identified a peak of H3K14ac at gene 5′ ends (75 nt before to 300 nt after gene TSS) (Supplementary Figure S4c). Increased H3K14ac in this region correlates with up-regulation in RNA levels, which is in good agreement with a positive role for acetylation on gene transcription and a direct role for HDACs in repression of these genes (Figure 4C). Majority of the genome shows an increase in acetylation (Supplementary Figure S4D). As expected this is true at centromeres and, as a consequence, we see higher RNA levels (Figure 4D). Consistently, down-regulated transcripts show lower H3K14ac levels compared to genes whose expression is not significantly affected by TSA treatment (Figure 4C). However, this effect is less important than the observed increase of H3K14ac for two-fold up-regulated genes, suggesting that lack of H3K14ac alone does not play a main role in transcription repression. It is possible that deacetylation at other lysines by Clr6 could be primarily responsible for a repressive effect on gene expression. Indeed, a strong decrease in the levels of the transcripts *SPAC2E1P3.05c* and *ctr4* can be seen upon mutation of Clr6 (Figure 4B). While deletion of Clr3 results in down-regulation of *SPAC2E1P3.05c* RNA this is not the case for *ctr4* suggesting that the observed effect upon TSA treatment is due to a different HDAC than Clr3. However, this does not seem to be Hos2 as no decrease in RNA levels is observed in a mutant of this HDAC.

### Transcriptional silencing of meiotic genes requires HDAC activity

Interestingly GO enrichment analysis of the genes up-regulated in TSA and with increased H3K14ac, revealed meiotic transcripts (Figure 5A–C, Supplementary Figures S5 and Supplementary Tables S1 and S2), and multiple membrane proteins including *efr3, pdh1, SPCC1235.18/17, SPAC977.06, ght1, ght5, ght6* and *ght8* (Supplementary Figure S6 and Supplementary Tables S1 and S2). Regions encoding for repetitive selfish elements also appear to depend on HDACs for transcriptional silencing. An interesting example is a group of so called selfish *wtf* genes (Supplementary Figure S6). These proliferate due to meiotic drive, killing gametes that do not carry the genes and causing infertility (67). Similar to *pho1* (Figure 5D), meiotic genes depend on Clr3 for transcriptional silencing. In the case of *meu31* some redundancy can be seen with Clr6 and Hos2 also contributing to the repression of transcription (Figure 5C). In agreement with a previously demonstrated role for the nuclear exosome complex in the degradation of meiotic transcripts during mitosis, we observe increased levels of *meu19* and *meu31* in *rrp6*Δ (Figure 5B and C). However, *mug14* is not affected in this exosome mutant, suggesting that the gene is likely to be regulated only at the transcriptional level (Figure 5a). In support of repression stemming from both the transcriptional and RNA level, serial dilutions onto TSA plates reveal a strong synthetic growth defect for *rrp6*Δ (Figure 5E). In summary, our data suggest that, in addition to post-transcriptional regulation, regions of facultative heterochromatin around *prt/pho1* and meiotic genes are repressed at the transcriptional level via the action of HDACs.

**Figure 5.**
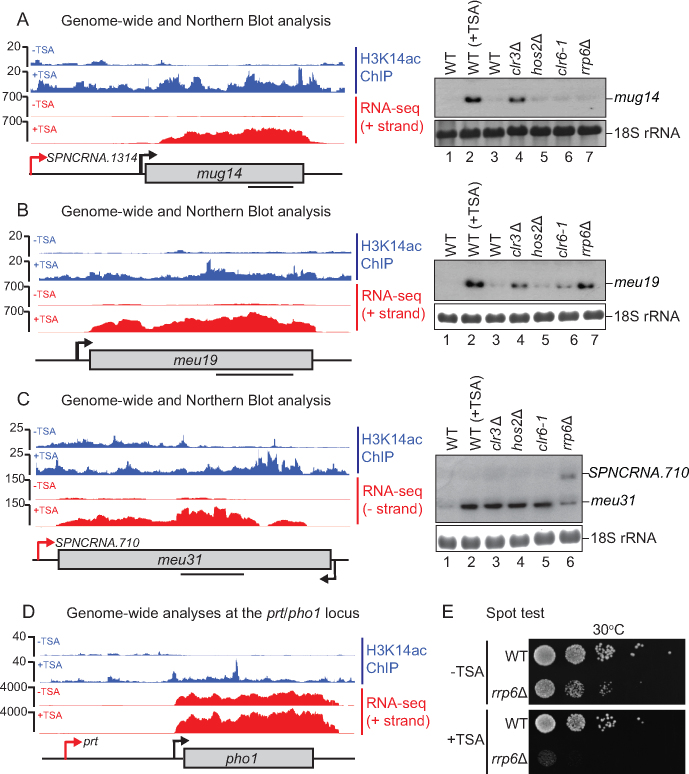
Transcriptional silencing of meiotic genes requires HDAC activity. Northern blot analysis (right) of RNA isolated from the indicated strains grown in YES and probed for (**A**) *mug14*, (**B**) *meu19*, and (**C**) *meu31*. 18S ribosomal RNA serves as a loading control. H3K14ac ChIP-seq (blue) and RNA-seq (red) are shown ± TSA for each gene (left). Black bars on gene schematics indicate probes used for Northern blot. (**D**) Schematic of *prt/pho1* locus with H3K14ac ChIP-seq signal (blue) and RNA-seq reads (red) ± TSA visualized using IGB. (**E**) Serial spot dilutions of WT and *rrp6*Δ strains spotted onto YES without TSA (–TSA) or with 20 μg/ml TSA (+TSA).

### *pho1*, an archetype of lncRNA/HDAC-mediated gene regulation?

Finally, we wanted to examine whether there are other loci that, similar to *pho1*, are controlled via unstable non-coding transcripts originating from intergenic regions. 

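Total RNA of wild-type (WT) *Schizosaccharomyces pombe* and of cells that lack *rrp6* was sequenced, with 2 libraries per strain. Rrp6 is a nuclear exonuclease that works with the exosome, the complex that degrades many non-coding RNAs and trims the precursors of stable RNAs. The *rrp6* transcript itself had 2352 and 2842 normalized read counts in WT libraries 1 and 2, and 7.38 and 8 in *rrp6*Δ libraries 1 and 2, which is a log2 fold change of −8.26 (standard error 0.19). The methods describe biological duplicates, ERCC spike-in RNA added to the total RNA, removal of rRNA, libraries that keep the strand, and mapping with TopHat 2.0.6. The authors deposited a normalized read count for each transcript and library, and a density, which is this count divided by the length of the transcript in nt.

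Within each library the normalized read counts are whole reads multiplied by 1 factor. The factor is 0.884 and 0.729 for WT libraries 1 and 2, and 0.820 and 1 for *rrp6*Δ libraries 1 and 2, and dividing by it gives whole numbers for 100% of the values (tolerance 1e-06). The methods state that densities were normalized on the ERCC signals. ERCC reads were not analysed here, so the deposited factors were used as they stand. In reads, protein-coding genes received 40728120 and 52313091 in the WT libraries and 43759334 and 37893454 in the *rrp6*Δ libraries. CUTs received 97221 and 136069 reads in the WT libraries and 495644 and 425900 in the *rrp6*Δ libraries. The rRNA genes took 31.3% and 27.1% of the reads on all transcripts in WT, and 26.7% and 27.5% in *rrp6*Δ.

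Differences were tested with limma on log2(normalized read count + 0.729), for the 11227 transcripts with enough reads. A transcript is said to rise or fall at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of more than 2-fold, the thresholds that the methods give for CUTs. On this scale the change of transcripts with few reads is understated. Gene groups were listed before the data were examined. Reads on overlapping transcripts of the same strand count for each of them, so such transcripts are not independent, and the values of members of repeated gene families are uncertain.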

To first identify non-coding transcripts that are regulated by the exosome, we performed high resolution calibrated RNA-seq comparing wild-type with exosome deficient *rrp6*Δ (Supplementary Figure S7) (68). 

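Meiotic transcripts that the RNA-binding protein Mmi1 marks for removal in mitotic cells were higher in *rrp6*Δ cells. Of 14 such transcripts, 13 rose, and *mcp7* (log2 fold change 0.31) did not pass the test. The meiotic non-coding RNA *sme2*, which sequesters Mmi1 in meiosis, had 291 ± 72.2 normalized read counts (SD, n = 2) in WT and 6478 ± 409 in *rrp6*Δ, a log2 fold change of 4.49 (standard error 0.15, adjusted p = 1.1e-12 from limma). The rise was 3.23 for *ssm4*, which encodes a dynactin subunit of meiotic nuclear movement, 3.42 for *mcp5*, whose product anchors dynein at the cell cortex, and 2.62 for *mei4*, which encodes a forkhead transcription factor of meiosis.

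Other groups of meiotic genes rose in part. Of 18 genes of meiotic recombination, 13 rose, among them *rec11* (3.52), which encodes a meiotic cohesin subunit, *rec25* (3.49) and *rec10* (2.96), both of linear elements, and *mde2* (4.73), needed for the formation of meiotic DNA breaks. Of 24 *meu* genes, named for their up-regulation in meiosis, 18 rose, with *meu1-1* at 4.36 and *meu10*, a gene of spore wall formation, at 3.98. Of 102 measured *mug* genes, found as up-regulated in meiosis, 27 rose and 75 did not pass the test, and *mug28*, which encodes an RNA-binding protein, is at 4.81. Of 22 genes of spore formation, 9 rose, including *spo5* (3.14) and the meiotic septin genes *spn6* (3.00) and *spn7* (2.00). The number of members that rose in each of these groups did not differ when p was adjusted over the list alone (13, 13, 18, 27 and 9). Of 7 markers of M cells, 2 rose in the same libraries, the pheromone precursor genes *mfm3* (2.37, with no call after quantile normalization at 0.77) and *mfm1* (1.41). Of 3 markers of P cells 0 rose, but their median of 0.72 lay close to that of the M-cell markers (0.78). The call of *mfm1* is weak: it is lost without WT library 1 (0.78) or *rrp6*Δ library 2 (1.13), with TMM factors over all transcripts (0.92) or from protein-coding genes (1.19), with DESeq2 under its own (0.75) or the deposited factors (1.40), with a larger pseudocount (0.76), without the trend and at an adjusted p of 0.01, and the sign turns after quantile normalization (−1.15).

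Small nucleolar RNAs, whose ends the exosome trims, also differed. Of 53 snoRNAs, 25 rose, with *snoZ4* (2.59, standard error 0.15), *snoU18* (2.59, standard error 0.12) and *snR90* (2.30, standard error 0.10) among the largest rises of snoRNAs whose average expression is above the median of those called. Some snoRNAs with fewer reads rose by more. Of 28 snoRNAs of at most 100 nt 18 rose (median 1.82), and of 25 longer ones 7 (median 0.65).

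Set against all other protein-coding genes by camera with a preset correlation, the coding members of the Mmi1 group were higher (13 genes, adjusted p = 3.67e-24), as were those of the *meu* (adjusted p = 2.93e-20), recombination (adjusted p = 1.75e-12), *mug* (adjusted p = 2.1e-05) and spore (adjusted p = 5.05e-05) groups. These calls were lost for the Mmi1, *meu* and recombination groups (adjusted p = 0.671 with an estimated correlation) and for the *mug* and spore groups (adjusted p = 0.82 with an estimated correlation). The fry test, which asks whether the genes of a group move one way on balance, gave an adjusted p of 0.0303 for each of the 5 groups. With a replicate block its adjusted p was 0.093 for the Mmi1 and *meu* groups, 0.105 for recombination and 0.0642 for spore formation, all above the threshold, and 0.0497 for *mug*. After quantile normalization the *mug* group lost both tests (adjusted p = 0.406 by camera and 0.368 by fry). The groups share members, and after quantile normalization 9 *meu*, 11 *mug*, 7 recombination and 4 spore formation genes rose (4 spore formation genes also with TMM factors over all transcripts and with DESeq2 size factors), while 7 *mug* genes fell.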

Our spike-in normalized results show up-regulation of multiple transcripts that were previously reported to be degraded by the exosome complex. As demonstrated from a heatmap view (Supplementary Figure S7A) the density of these CUTs is clearly increased in *rrp6*Δ as compared to wild-type, whereas a much smaller proportion of genes are increased (Supplementary Figure S7B). 

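Of the 2509 CUTs, 2507 rose in *rrp6*Δ, whereas 324 of 5073 protein-coding genes rose (6.39%) and 30 fell (0.591%). The CUTs were chosen by the study on these libraries, so their count is not independent evidence of a direction. Among protein-coding genes with higher expression, *meu6* (3.24 on the log2 scale) and *mug45* (3.18), both up-regulated in meiosis, were among the 10 with the largest rise. *SPAC29E6.07* rose from 162 ± 42.4 normalized read counts (SD, n = 2) to 1944 ± 221, a log2 fold change of 3.60 (standard error 0.17, adjusted p = 3.86e-11 from limma). Of 21 genes of the core stress response, 5 rose (also 5 when adjusted over the list alone), among them *hsp16* (2.67), a small heat shock protein gene, *gst2* (2.37), which encodes a glutathione S-transferase, and the metallothionein gene *zym1* (2.04). This group was higher by camera with a preset correlation (adjusted p = 8.87e-12), a call that was lost without the preset (adjusted p = 0.671 with an estimated correlation). The fry test gave it an adjusted p of 0.0303, but 0.093 with a replicate block, above the threshold. After quantile normalization its adjusted p was 2.03e-09 by camera with the preset, 0.228 with an estimated correlation and 0.00562 by fry. Of its members, 3 rose with TMM factors over all transcripts and with DESeq2 size factors.

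Some of the 30 genes that fell are described here, and the 30 were not tested as a set for shared functions. Of 6 genes of the phosphate regulon, a group listed beforehand, *tgp1* rose and *pho84* fell. With the deposited factors this group did not pass as moving 1 way (adjusted p = 0.236 by camera with a preset correlation and 0.112 by fry). The phosphate transporter gene *pho84* went from 52927 ± 1642 to 15668 ± 732 normalized read counts, a log2 fold change of −1.76 (standard error 0.09, adjusted p = 5.32e-11 from limma). The fall was −1.57 for *vht1*, which encodes a biotin transporter, −1.46 for *met17*, an enzyme gene of methionine synthesis, −1.38 for *guf1*, which encodes a mitochondrial translation factor, and −2.42 for *SPAC186.05c*. The mitochondrial gene *SPMIT.06* had a log2 fold change of −1.43, with 189541 and 306712 normalized read counts in the WT libraries and 84557 and 94094 in the *rrp6*Δ libraries.

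The balance between genes that rose and fell depends on the scaling of the libraries. Relative to the deposited factors, the median log2 fold change of all transcripts moves by −0.54 with TMM factors over all transcripts, −0.25 with TMM factors from protein-coding genes, −1.02 with quantile normalization and −0.66 with DESeq2 size factors. Of the protein-coding genes called, 91.5% were higher with the deposited factors, 52.3% (172 higher, 157 lower), 80% (232 higher, 58 lower), 38.4% (117 higher, 188 lower) and 36% (143 higher, 254 lower) with those scalings, and 780 CUTs rose after quantile normalization. Library totals kept the balance of the deposited factors, with 291 protein-coding genes higher and 32 lower (90.1% higher). They moved the median log2 fold change of all transcripts by −0.067. From the heatmap and the scatter plot (Supplementary Figure S7A and B), the paper reasons that *rrp6*Δ increases the density of CUTs and that of a much smaller share of genes.

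**Figure D1:**
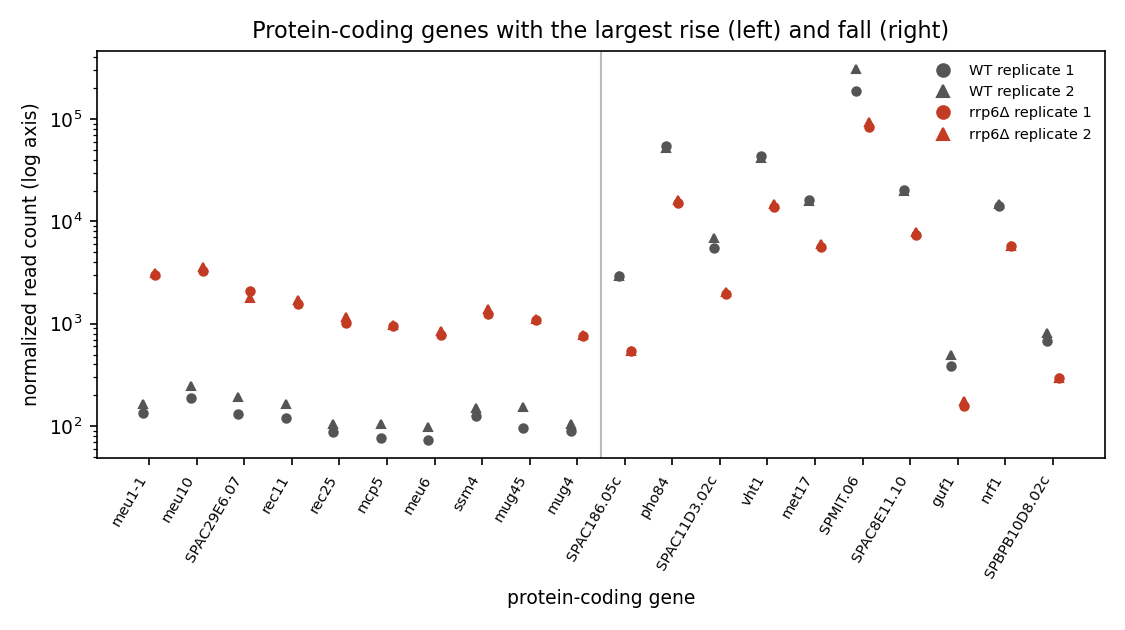
Normalized read counts (log axis) of the 10 protein-coding genes with the largest rise and the 10 with the largest fall in *rrp6*Δ, among called genes whose average expression is above the median of called genes. Each point is 1 library, and both *rrp6*Δ points lie beyond both WT points for every gene shown, as the choice of these genes requires.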

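Among the 6 classes of transcripts in the box-plot of Supplementary Figure S7C, the median log2 ratio of *rrp6*Δ to WT was 2.31 (SD 0.17 over the 4 pairs of libraries) for CUTs, 1.27 (SD 0.15) for XUTs, which the exonuclease Exo2 degrades, and 0.99 (SD 0.14) for annotated ncRNAs. It was 0.92 (SD 0.05) for snoRNAs, 0.59 (SD 0.10) for the class of ncTUs and 0.26 (SD 0.10) for protein-coding genes. Each library is part of 2 of the 4 pairs, so the pairs are not independent. CUTs were chosen for a rise of more than 2-fold in these libraries, so the position of their median above the other classes is not independent evidence. Of 1564 XUTs 950 rose, of 1400 annotated ncRNAs 693, and of 399 ncTUs 135. Fewer of each class rose with TMM factors over all transcripts, with DESeq2 size factors and after quantile normalization. Among annotated ncRNAs that rose and have an average expression above the median of those called, the largest rises included *SPNCRNA.1114*, with 114 ± 34.8 normalized read counts (SD, n = 2) in WT and 3573 ± 80.4 in *rrp6*Δ (log2 fold change 5.00, standard error 0.17), and *rpl2702-antisense-1*, antisense to a ribosomal protein gene (4.73, standard error 0.23). Of classes outside that plot, the tRNA genes had a median of 2.36 (SD 0.14). For the nuclear tRNA genes the median was 0.58 after quantile normalization.

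No test was run across transcripts, which are not replicates, and many XUTs and annotated ncRNAs share their reads with CUTs. After quantile normalization the median was 0.43 for CUTs and 0.68 for snoRNAs, and it turned negative for XUTs (−0.40), annotated ncRNAs (−0.23), ncTUs (−0.79) and protein-coding genes (−0.078), while TMM factors over all transcripts gave −0.28 and DESeq2 size factors −0.40 for protein-coding genes.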

By clustering transcripts into different types (Supplementary Figure S7C) we find that CUTs are the most dramatically affected. 

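CUTs with no annotated ncRNA, XUT or ncTU of the deposited table on their strand made up the larger part of the class. Non-coding genes of the reference annotation that this table does not hold were not searched for overlap with CUTs. With an overlap of at least 50% of the CUT on the same strand, 540 of the 2509 CUTs (21.5%) lay on an annotated ncRNA, 533 (21.2%) on a XUT and 38 (1.51%) on a ncTU, and 916 (36.5%) on at least 1 of these. The other 1593 CUTs (63.5%) had a median log2 fold change of 2.67, against 1.83 for the 916. They also had fewer normalized read counts in WT (median 8.95 against 24.6) and were shorter (median 347 against 546 nt). CUTs were chosen by fold and p in these libraries, and segments with few reads may need a larger fold to pass. The difference in fold change is therefore not separate from level and choice. If any overlap counts, 1457 CUTs (58.1%) remain without such a transcript, and 1858 (74.1%) if the overlap must reach 90%. A protein-coding gene covered at least 50% of 1481 CUTs (59%) on the opposite strand, and 709 CUTs (28.3%) overlapped no protein-coding gene on either strand. These 709 had a median log2 fold change of 2.81, also at a low level in WT (median 9.47 normalized read counts).

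The CUTs with the largest rise, among those with higher average expression, included CUT965 on chromosome I from 2754182 to 2754482, which rose from 2.78 ± 0.186 to 335 ± 88.8 normalized read counts (SD, n = 2), a log2 fold change of 6.56 (standard error 0.30, adjusted p = 2.05e-11 from limma). CUT2055 on chromosome I from 1097380 to 1099413 rose by 6.13 (standard error 0.21), and CUT945 on chromosome I from 2597927 to 2598206 by 6.09 (standard error 0.29). CUT593 on chromosome II from 3729433 to 3729658 rose by 6.27, with 3.36 ± 3.5 normalized read counts in WT, and its log2 fold change is 5.25 without WT library 1 and 7.28 without WT library 2. CUT2001 (6.26), on chromosome I from 613423 to 617052, starts 85 nt past the *rrp6* gene on the same strand, and *rrp6* is the gene deleted in these cells. Coordinates are those of the deposited table.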

We were also able to annotate new transcripts whose levels are controlled by the exosome (Supplementary Table S3). One such transcript is the novel intergenic cryptic unstable transcript (CUT) between the *SPAC27D7.09c/11c* loci (Supplementary Figure S5). 

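The interval between *SPAC27D7.09c* and *SPAC27D7.11c* holds a CUT on each strand, and both rose in *rrp6*Δ together with both genes. CUT2405, on the forward strand of chromosome I from 4525890 to 4529002, lies within the interval and had 2.5 ± 1.47 normalized read counts (SD, n = 2) in WT and 15.9 ± 4.15 in *rrp6*Δ. Its log2 fold change was 2.43 (standard error 0.51, adjusted p = 0.000435 from limma). CUT1140, on the reverse strand from 4526519 to 4526991, had 17.8 ± 7.74 in WT and 86.4 ± 7.7 in *rrp6*Δ, with a log2 fold change of 2.29 (standard error 0.31, adjusted p = 5.22e-06). The genes on either side are both on the reverse strand. *SPAC27D7.09c*, from 4523298 to 4524731, rose from 631 ± 34.5 to 4699 ± 144 (log2 fold change 2.90, standard error 0.12), and *SPAC27D7.11c*, from 4529389 to 4531031, from 666 ± 114 to 2114 ± 148 (log2 fold change 1.67, standard error 0.14), a call lost with DESeq2 size factors (0.997).

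XUT1558, on the forward strand from 4526628 to 4526838, lies within CUT2405 and opposite CUT1140. It holds nearly all reads of CUT2405 (mean 2.05 of 2.5 normalized read counts in WT and 15.5 of 15.9 in *rrp6*Δ), so the rise of CUT2405 is that of this part, not of its whole length. XUT0724 overlaps CUT1140 and has the same reads, so neither XUT is a separate measurement. CUT2405 rests on few reads in WT, and after quantile normalization its log2 fold change is −0.20 and that of CUT1140 0.42, neither of which passes the test.

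**Figure D2:**
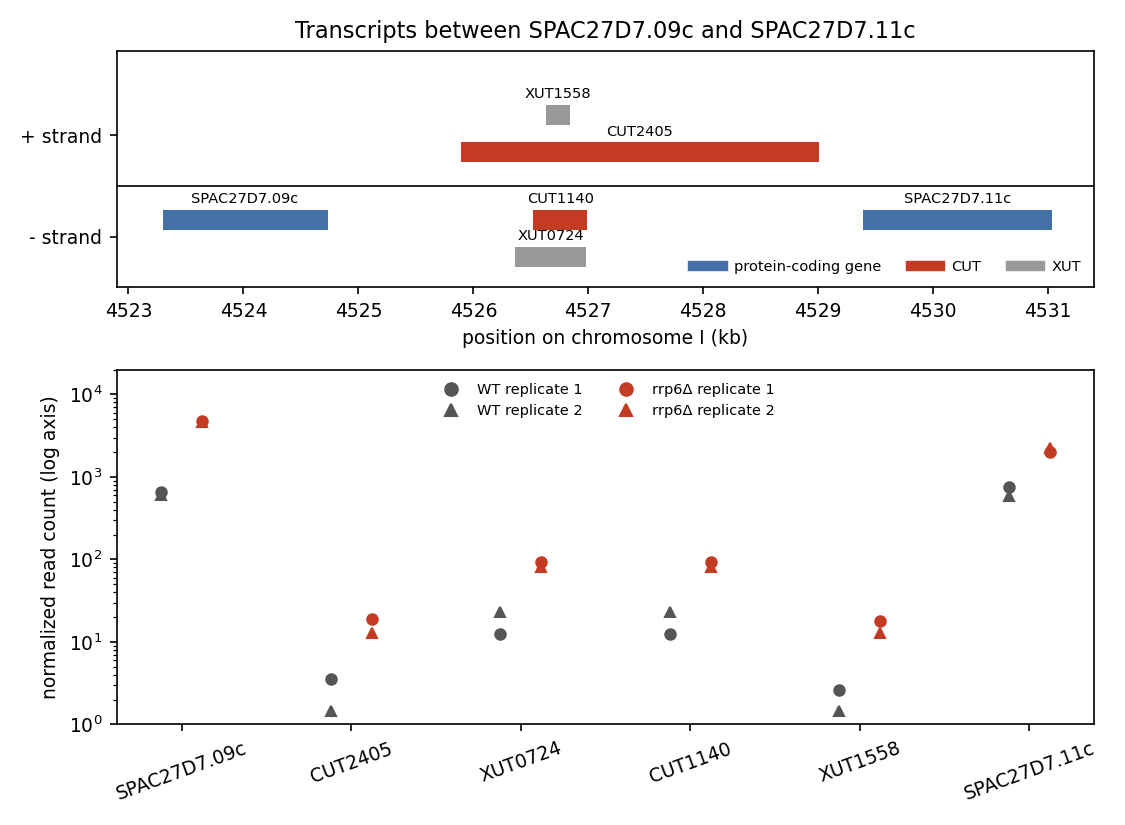
Transcripts of the interval by strand and position on chromosome I in kb (top) and their normalized read counts on a log axis (bottom), with 1 point per library. The *rrp6*Δ points of CUT2405 (13 and 18.9) and CUT1140 (81 and 91.9) lie above the WT points (1.46 and 3.53, and 12.4 and 23.3).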

Interestingly, similar to meiotic genes, these CUTs are also up-regulated upon inhibition of HDAC activity and at least for some of the transcripts that overlap with ncRNA, we observe increases in H3K14 acetylation and Pol II transcription (Supplementary Table S4 and Figures Supplement S5 and S6). These transcripts include genes encoding for membrane transporters, such as the calcium transporter *cta3* (Supplementary Figure S5), and hexose transporters, such as *ght8* (Supplementary Figure S6). This suggests that other loci might be regulated via HDAC activity dependent on non-coding transcription, possibly via the activity of Clr3 or the Rpd3 (Clr6 and Hos2) complexes described in *S. cerevisiae*.

We conclude that class I and II HDACs play a significant role in shaping the fission yeast transcriptome by regulating transcription both positively and negatively. We have demonstrated that regions of facultative heterochromatin, including meiotic genes and genes regulated via non-coding transcription, such as *pho1*, require HDAC activity for their transcriptional repression.

## DISCUSSION

The ability of cells to invoke rapid changes in gene expression is critical for the execution of developmental programs, adaptation to environmental stress, and during the fate decision of stem cells (69). Many meiotic mRNAs are repressed in mitotic cells and derepressed during meiosis when the function of the proteins they encode is needed. Similarly, expression of the genes encoding for metabolic enzymes such as *pho1* is also dynamically regulated in response to nutrient availability (5). Despite these genes being rooted in a chromatin environment that has the canonical features of heterochromatin (such as H3K9me and marks associated with transcriptional repression at centromeric and telomeric regions), loss of H3K9me upon deletion of Clr4 does not lead to up-regulation of their transcription (4,5,16). Instead, it was believed that they were repressed primarily at the level of RNA stability. Here, we demonstrate that *pho1* and meiotic genes are in fact repressed at the level of transcription by HDACs. This repression works in concert with RNA degradation and H3K9me (Figure 6). Indeed, we see a synthetic growth defect when suppression of HDACs (TSA treatment) is combined with inhibition of RNA degradation (*rrp6*Δ).

**Figure 6.**
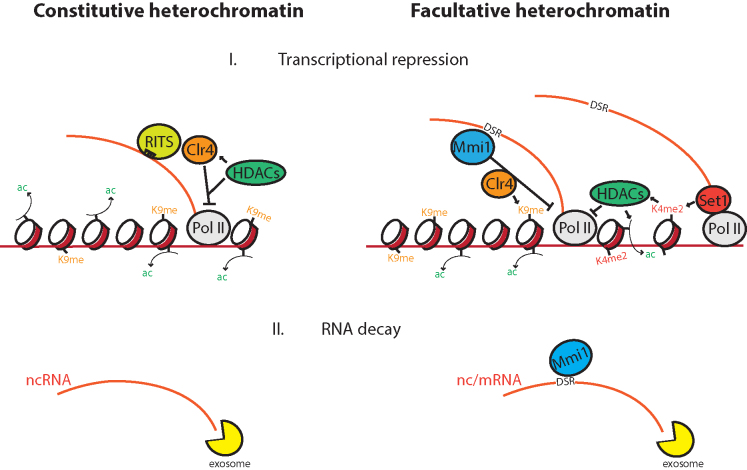
HDACs promote transcriptional silencing at facultative (right-hand side) as well as constitutive (left-hand side) heterochromatin. Despite its presence at facultative regions such as *pho1* and meiotic genes, it has been shown that H3K9me by Clr4 (orange circle) does not contribute to regulating levels of transcription. Instead, we find that Set1-mediated deacetylation by HDACs (green oval) leads to transcriptional repression. In both constitutive and facultative cases repression works in concert with exosome-mediated RNA degradation (bottom schematics).

How HDACs control transcriptional repression of only specific regions of the genome is not fully understood. Recent studies have proposed that the pattern of histone methylation at promoters of protein-coding genes could provide the specificity. Histone H3 methylation by Set1 at promoter proximal regions controls gene expression either positively or negatively depending on the H3K4me2/me3 ratio (23,24). A characteristic chromatin environment featuring high levels of H3K4me2 has been proposed to recruit the Set3 HDAC to repress transcription in budding yeast (20), whereas H3K4me3 can positively affect transcription. H3K4me2 peaks downstream of H3K4me3 and represses initiation at cryptic promoters to promote the production of full-length mRNA (64). According to this model, unless H3K4me2 is introduced through the act of upstream overlapping non-coding transcription, genuine promoters should be resistant to Set1-dependent inhibition. We demonstrate that transcriptional silencing within facultative heterochromatin, in fission yeast, is established via non-coding transcription and relies on a Set1/Clr3 mechanism. Multiple non-coding transcripts recently reported to be produced from regions proximal to or overlapping meiotic transcripts (70,71) might be responsible for mediating the effect of Set1 and Set2 in recruitment of class I/II HDACs to these genes. However, it is not entirely clear how widespread the role of non-coding transcription is in repressing regions of facultative heterochromatin derepressed by TSA. We show examples of protein-coding and non-coding transcripts that do not have any overlapping non-coding transcription and whose promoters are likely to be directly regulated by Set1. While it is not clear how Set1 represses genuine promoters one possibility could be that the ratio of H3K4me2/me3 is higher on these genes due to different Set1 residency times. Indeed, recent studies have shown that residency time on promoters can be regulated via Set1’s interaction with the nascent RNA. It was proposed that this could, in turn, affect the H3K4me2/me3 ratio (53,54). This suggests an exciting possibility that Set1 binding to RNA is regulated at these promoters to create a specific chromatin environment that is not permissive for transcription. Alternatively, H3K4me2/me3 ratio could be regulated via demethylation activities targeted to these promoters.

Pervasive antisense transcription occurring as a result of Set2 deletion has been shown to modulate expression of highly regulated metabolic genes (72), even though global antisense transcription does not show correlation with sense transcription (73). Set2 deletion has also been shown to contribute to the regulation of *tgp1* and *pho1* (74), although we show that Set2’s contribution at *pho1* is minor compared to Set1’s. We have shown that Rpd3 complexes and other class I/II HDACs are not involved in *tgp1* repression, suggesting that Set2 may repress this gene through a different mechanism. In contrast to constitutive heterochromatin where HDAC recruitment is dependent on H3K9me and sequence-specific DNA binding proteins (such as ATF/CREB family transcription factors Atf1 and Pcr1 (56)), at facultative heterochromatin Clr4-dependent deposition of H3K9me depends on the sequence-specific RNA-binding protein Mmi1 (37). It has been proposed that Set1 can also be recruited to select euchromatic loci via Atf1 (57). While our data suggest that the *prt* promoter proximal region is important for *pho1* repression, we did not observe any effect on *pho1* in an *atf1*Δ strain, arguing against a role for Atf1 in providing the specificity for recruitment of Set1. Furthermore, transcripts whose expression was reported to be increased upon deletion of Atf1 differ from the transcripts we report to be derepressed upon HDAC inhibition.

It has previously been proposed that SHREC promotes H3K9me (13). The mechanistic details of how SHREC achieves this are unclear but it has been suggested that either deacetylation of H3 or of a non-histone substrate by Clr3 is necessary for Clr4-mediated methylation of H3K9. In contrast to the case at constitutive heterochromatin, we show that Clr3 and Clr4 proteins act in parallel, and that H3K14 deacetylation plays a much more prominent role than H3K9 methylation in transcriptional repression. In mammals, developmental genes are believed to be primarily silenced by H3K27me3 positioned by Polycomb Repressive Complex 2 (PRC2) in proliferating cells. However, this has been challenged by a recent study demonstrating that H3K27me-independent histone deacetylation plays an important role in transcriptional repression of developmental genes in mouse cardiomyocytes, and is important for normal heart function (75). This implies that the role of HDACs in transcriptional silencing of developmentally regulated genes is likely conserved in mammals and therefore it will be even more important to understand how these complexes function.

This study significantly advances our understanding of the molecular mechanisms underlying repression of meiotic genes. However, many questions are still left unanswered. It remains to be seen how HDACs are targeted to regions of facultative heterochromatin and why it is that many genes are down-regulated upon loss of HDAC activity. Future studies addressing some of these unresolved questions will provide further insight into the function of HDACs in the regulation of transcription.

## DATA AVAILABILITY

Raw (fastq) and processed sequencing data can be downloaded from the NCBI Gene Expression Omnibus repository (http://www.ncbi.nlm.nih.gov/geo, accession number GSE104713 (RNA-seq), GSE104712 (NET-seq), GSE108668 (ChIP-seq and RNA-seq).

## Supplementary Material

Supplementary Data

# Supplementary material for: Histone deacetylation promotes transcriptional silencing at facultative heterochromatin
**Source:** Nucleic Acids Res. 2018 Mar 29;46(11):5426–40. doi: 10.1093/nar/gky232
**Supplement:** Supplementary Data

Supplementary Figures and Tables Legends:

Figure Supplement 1: (a) Schematic of the *pho1* gene is shown with probe indicated by a black bar (top). Northern blot analysis of RNA isolated from the indicated strains grown in YES. 18S ribosomal RNA and *adh1* serve as loading controls.

Figure Supplement 2: Schematic of the *pho1* gene is shown with qPCR products indicated by black bars. Mmi1-HTP (a) and Pol II (b) ChIP-qPCR analysis over the *pho1* locus either untreated (-) or treated (+) with RNase.

Figure Supplement 3: (a) Schematic of *tgpl* locus with probe indicated (top). Northern blot analysis of *tgpl* levels from RNA isolated from the indicated strains in the presence (+) or absence (-) (for either 12 or 24 hours) of 10 mM KH_2PO_4 . 18S ribosomal RNA serves as a loading control. (b) Northern blot analysis of RNA isolated from a wild-type (WT) strain untreated (-TSA) or treated (+TSA) with 20 $\mu\text{g/mL}$ of the HDAC inhibitor trichostatin A in the presence (+) or absence (-) of 10 mM KH_2PO_4 . *adh1* serves as a loading control. The *tgpl* probe used is as in (a).

Figure Supplement 4: (a) Differential expression plots for RNA-seq (left) and NET-seq (right) datasets. (b) Spearman correlation matrix between all biological replicates of all strains that were used in H3K14ac ChIP-seq experiments. Bam alignment files were used to calculate the Spearman correlation coefficient after dividing the genome in 200 nt bins, using deepTools version 2.2.2. (c) Metagene plot to identify the peak region of H3K14ac. Two replicates of acetylation profiles +/- TSA in the region 500 nt before TSS to 500 nt after the TES are shown. The region 75 nt before to 300 nt after TSS was used for comparison with RNA-seq (Figure 4c). (d) Differential acetylation plot for H3K14ac ChIP-seq.

Figure Supplement 5: Schematics of the *mell/hry1* locus (i), meiotic genes *mug147* (ii), and *mei2* (iii), the calcium/potassium exporter *cta3* (iv), and *SPAC27D7.09c/11c* (v) with H3K14ac ChIP-seq signal (blue) and RNA-seq reads (red) +/- TSA visualized using IGB.

Figure Supplement 6: Schematics of the *ght* hexose transmembrane transporters *ght8* (i), *ght5* (ii), *ght6* (iii), *ght1* (iv), and selfish pseudogenes *wtf3/4* (v), *wtf9* (vi), *wtf11* (vii), and *wtf21* (viii) loci with H3K14ac ChIP-seq signal (blue) and RNA-seq reads (red) +/- TSA visualized using IGB.

Figure Supplement 7: (a) Heatmap view of RNA-Seq signal for CUTs (n = 2509) in WT and *rrp6Δ* cells. (b) Scatter plot of tag density for protein-coding genes (grey) and CUTs (red) in WT and *rrp6Δ*, computed using uniquely mapped reads. 

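In tags per nt, the median density of CUTs was 0.0266 and 0.034 in the 2 WT libraries and 0.143 and 0.152 in the 2 *rrp6*Δ libraries. The median density of protein-coding genes was 0.886 and 0.976 in WT and 1.09 and 1.16 in *rrp6*Δ, so that the median CUT lies below the median gene in all 4 libraries. Annotated ncRNAs had 0.0669 and 0.0787 in WT and 0.158 and 0.164 in *rrp6*Δ, and XUTs 0.0474 and 0.0556 in WT and 0.133 and 0.137 in *rrp6*Δ. For each of these classes the gap between strains exceeds that between replicates of a strain with the deposited factors. For protein-coding genes it depends on the scaling. Their median log2 fold change was −0.28 with TMM factors over all transcripts, −0.40 with DESeq2 size factors and −0.078 after quantile normalization. It was 0.011 with TMM factors from protein-coding genes and 0.19 with library totals. A density is a read count divided by length, so a short CUT reaches a given density with fewer reads and a larger counting error.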

Results are presented as log₂ of density, expressed in tag/nt. The black dashed line indicates no change (*rrp6Δ*/WT ratio = 1). (c) Box-plot of *rrp6Δ*/WT RNA-Seq signal ratio for protein-coding genes, snoRNAs, CUTs, ncRNAs (from Pombase.com), novel ncTUs (75) and XUTs.

Supplementary File 1

Supplementary Table 1: RNA-, NET-, and ChIP-seq datasets

Supplementary Table 2: GO analysis of genes with increased transcription and H3K14ac

Supplementary Table 3: List and coordinates of CUTs

Supplementary Table 4: List of CUTs overlapping ORFs with associated log₂ fold change in NET-seq and H3K14ac ChIP-seq

Supplementary Table 5: List of *S. pombe* strains used in this study.

Supplementary Table 6: List of *S. pombe* oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

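RNA-seq of WT and *rrp6*Δ *S. pombe* was re-analysed, with 2 libraries per strain that the methods describe as biological duplicates. Samples were assigned to strain and replicate from their labels and the methods.

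The values are signal values, normalized read counts and densities, that the authors deposited in 1 table. By the methods, ERCC spike-in RNA was added to total RNA, rRNA was removed, stranded libraries were sequenced in pairs, reads were mapped with TopHat 2.0.6 (up to 3 mismatches), densities were normalized on the ERCC signals, and CUTs were segmented with ZINAR and chosen with DESeq. The paragraph of the methods on CUTs names neither a genome release nor a read counter. The general paragraph, which describes normalization on *S. cerevisiae* reads, names release ASM294v2.28 and, for RNA-seq, HTSeq for counting and DESeq2 for the analysis. Whether it also covers this experiment is not stated there. Each normalized read count that the authors deposited is a whole number of reads multiplied by a factor of its library, which held for 100% of the values. Which reads the factors came from was not analysed here. Supplementary Figure S7B rests on uniquely mapped reads, and whether the deposited counts do was not analysed here. Of 21852 entries of the table, 10204 are pieces of coding sequence, which repeat reads of their genes and were used only in checks of overlap. From the others, 28 duplicated pseudogene entries were left out, and 11620 were used. The coordinates fit the ASM294v3 sequence, in which 5116 of 5119 coding sequences (99.9%) open with ATG.

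The plan for count tables was the quasi-likelihood test of edgeR, with library factors read from spike-in-normalized columns where they can be read. The deposited values could fall under this plan or under that for normalized values. The choice between them was made after the values were read. Since the deposited values are scaled, the test planned for normalized values was used: limma 3.58.1 with a trend, in R 4.3.3, on log2(normalized read count + 0.729), the smallest value above 0 in the table. The filter was filterByExpr of edgeR 4.0.16 on the recovered reads, with a minimum count of 10, which kept 11227 transcripts, 5073 of them protein-coding. p-values were adjusted by Benjamini-Hochberg over all 11227, and calls needed an adjusted p under 0.05 and more than 2-fold. The quasi-likelihood test on the recovered reads was run as an alternative, a use decided after the data were seen. It called 322 protein-coding genes higher and 30 lower, and all of these are among the 324 and 30 of limma. Gene lists were tested by camera (preset correlation 0.01, and estimated) and fry for 23 lists with at least 5 members, adjusted over lists. That these tests ran within protein-coding genes was decided after the data were seen. With 2 libraries per strain, permutation of the labels cannot reach a p of 0.05. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for summaries and plots.

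The named genes followed a fixed rule: every measured gene that the paper names; the 10 protein-coding genes with the largest rise and the 10 with the largest fall among those called, with both *rrp6*Δ libraries beyond both WT libraries and average expression above the median of called genes; the 5 CUTs, 5 annotated ncRNAs and 5 snoRNAs with the largest rise under the same conditions; and in each list at most 4 called members with the smallest adjusted p. Outside the rule, *mcp7*, *ste4*, CUT4, CUT146, CUT745, *alr2* and the 5 snRNAs were named after their values were seen.

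The test was checked on simulated counts for the comparison of *rrp6*Δ with WT, drawn for the same 11227 transcripts with 200 changed. It called 49 of 50 transcripts changed 4-fold, 43 of 50 changed 2.5-fold, 40 of 50 lowered to 0.4 of their level, 0 of 50 changed 1.5-fold (24 by adjusted p alone), and 1 of 11027 unchanged ones. In the data many more transcripts were called, 2507 CUTs among them, so larger unadjusted p-values pass there. The share of unchanged transcripts called in the simulation therefore need not hold for the data. Replicates differed by more than sampling noise (chi-square per degree of freedom 130 for WT and 28.6 for *rrp6*Δ), so none is a library counted again. The alternatives were 3 scalings in limma besides quantile normalization, DESeq2 1.42.0 with its own size factors and with the deposited ones, no filter, a filter at 50 reads, other thresholds, a replicate block, each library left out in turn, pseudocounts 10 times larger and smaller, limma without the trend, and class medians over other sets of transcripts.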

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

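The tests of short RNA recovery, library scaling and transcript level for the tRNA genes, and the test of overlap with the reference annotation, were chosen after the results were seen.

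The paper does not report on tRNA or snRNA genes in these libraries. Of 171 nuclear tRNA genes, 132 had enough reads to be tested. Of these, 131 were higher in *rrp6*Δ (limma, adjusted p under 0.05 and more than 2-fold), with a median log2 fold change of 2.55. The median gene had 12.1 normalized read counts in WT and 76.7 in *rrp6*Δ. A gene could pass the read filter through the *rrp6*Δ libraries alone, which favours genes that are higher there. Libraries of this kind recover tRNA poorly, and copies of a tRNA gene may share reads. Mitochondrial tRNA genes of the same length had a median of −1.89 relative to nuclear ones (SD 0.18 over pairs of libraries, which are not independent). This argues against lower recovery of short RNAs in WT as the whole explanation only if the reads come from short RNAs, which was not analysed. The 2 groups also differ in level, with a median in WT of 1456 normalized read counts for mitochondrial and 12.1 for nuclear tRNA genes. Lower recovery thus stays open, and snoRNAs of at most 100 nt had a median of 1.82 and longer ones 0.65. Reads of overlapping transcripts of the deposited table are argued against by the 83 tested nuclear tRNA genes with no other such transcript of that strand within 200 nt, whose median was 2.55. Transcripts outside that table were not searched around tRNA genes. The deposited scaling, which is 1 factor per library and moves all transcripts alike, is argued against by the distance of nuclear tRNA genes from protein-coding genes, whose medians lie 2.29 apart (SD over pairs of libraries 0.15), and the median of nuclear tRNA genes was 2.04 with TMM factors over all transcripts, 2.31 with those from protein-coding genes and 2.48 with library totals. A difference between the libraries that depends on the level of a transcript stays open, since the median was 0.58 after quantile normalization. Degradation of tRNA precursors by the exosome, a biological explanation that the strain comparison allows, may also account for it and was not tested.

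The snRNA *snu6* had a log2 fold change of 1.99 and *snu5* of 2.04, both called higher. Of the 3 others, *snu1* had 0.96, *snu2* 0.84 and *snu4* −0.48, and none was called.

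The 324 protein-coding genes that rose may owe reads to non-coding transcripts of the same strand that overlap them. Over coding sequence free of other transcripts of the deposited table on that strand, 91.9% of the 320 genes that have some were still more than 2-fold higher. The share was 91.8% of 319 over coding sequence also free of non-coding genes of the reference annotation. This argues against such reads for most of the 324 taken together. It decides nothing for the genes that do overlap, which were not analysed apart. Genes without overlap were included, and their share was likely to be high, since all were chosen for a rise of more than 2-fold. Of all protein-coding genes, 23.8% overlapped another transcript of the table on their strand. Transcripts that neither source holds were not analysed here. The scaling stays open: with TMM factors from protein-coding genes, 71.6% of the 324 (232) were still called. Loss of Rrp6, the difference between the strains, stays among the explanations.

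CUT2001 and CUT745 adjoin the deleted *rrp6* gene on either side and run away from it. CUT745, on chromosome I from 609846 to 610867 on the reverse strand, went from 10.2 ± 3.13 normalized read counts (SD, n = 2) to 369 ± 5.60, and was singled out after its values were seen. Its log2 fold change was 5.11. Whether the marker cassette at the deleted gene contributes was not tested, since both CUTs were chosen by their values, and the makeup of the cassette was not analysed here.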

How the results depend on the processing

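The plan named the edgeR test for count tables, and its use as an alternative was decided after seeing the data. The other alternatives were planned. Of 474 values of the 25 leading results under alternatives, 384 kept their direction and stayed within the spread between replicates, or within 1.5 times the count, 79 moved, 1 fell below the threshold and 10 changed sign. Of 2180 values for 115 named genes, 1986 kept their direction and side of the thresholds, 93 lost their call, 37 gained one and 64 changed sign, 54 of these with no call under the main or the other setting. Unless stated, the cause was not tested. The scalings of TMM, DESeq2 and quantile normalization assume that most transcripts do not change, and the TMM and DESeq2 factors move all fold changes down together.

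With TMM factors over all transcripts, 172 protein-coding genes were higher and 157 lower, and 430 annotated ncRNAs, 608 XUTs and 75 ncTUs were higher. The class medians were 1.79 for CUTs, −0.28 for protein-coding genes, 0.46 for annotated ncRNAs, 0.73 for XUTs, 0.055 for ncTUs, 0.37 for snoRNAs, 1.83 for tRNAs, 0.41 for snRNAs, 0.048 for rRNAs and 0.24 for pseudogenes. With TMM factors from protein-coding genes, 58 protein-coding genes were lower, and the medians were 2.07 for CUTs, 0.011 for protein-coding genes, 0.75 for annotated ncRNAs, 1.03 for XUTs, 0.35 for ncTUs, 0.67 for snoRNAs, 2.12 for tRNAs, 0.71 for snRNAs, 0.34 for rRNAs and 0.53 for pseudogenes. With DESeq2 size factors, 143 protein-coding genes were higher and 254 lower, 357 annotated ncRNAs, 488 XUTs, 63 ncTUs and 17 *mug* genes were higher, and the medians were 1.70 for CUTs, −0.40 for protein-coding genes, 0.34 for annotated ncRNAs, 0.62 for XUTs, −0.075 for ncTUs, 0.26 for snoRNAs, 1.75 for tRNAs, 0.29 for snRNAs, −0.086 for rRNAs and 0.12 for pseudogenes. With library totals, the snoRNA median was 0.85. Named genes that changed sign had the following log2 fold changes. With TMM factors over all transcripts: *ctr4* −0.13, *ght8* −0.45, *wtf4* −0.17, *wtf11* −0.34, *clr1* −0.41, *clr3* −0.38, *clr4* −0.18, *hos2* −0.19, *sir2* −0.12, *mit1* −0.19, *set1* −0.26, *set2* −0.25, *seb1* −0.11, *pcr1* −0.23, *swi6* −0.53 and *dcr1* −0.17. With TMM factors from protein-coding genes: *ght8* −0.16, *wtf11* −0.042, *clr1* −0.11, *clr3* −0.089 and *swi6* −0.24. With DESeq2 size factors: *ctr4* −0.25, *mug14* −0.0039, *ght8* −0.58, *wtf4* −0.30, *wtf11* −0.45, *clr1* −0.52, *clr3* −0.50, *clr4* −0.30, *hos2* −0.31, *sir2* −0.24, *mit1* −0.31, *set1* −0.38, *set2* −0.37, *seb1* −0.23, *mmi1* −0.058, *atf1* −0.025, *pcr1* −0.36, *swi6* −0.65 and *dcr1* −0.29. With library totals: *swi6* −0.057.

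After quantile normalization, 780 CUTs, 117 protein-coding genes, 161 annotated ncRNAs, 122 XUTs, 29 ncTUs, 38 tRNAs, 11 *mug*, 9 *meu* and 7 recombination genes were higher and 188 protein-coding genes lower, with medians of 0.43 for CUTs, −0.078 for protein-coding genes, −0.23 for annotated ncRNAs, −0.40 for XUTs, −0.79 for ncTUs, 0.68 for snoRNAs, 0.47 for tRNAs, 0.19 for rRNAs and −0.51 for pseudogenes. CUT2405 was at −0.20 and CUT1140 at 0.42. The log2 fold changes of named genes that changed sign were: *mug14* −0.62, *hry1* −0.10, *wtf3* −1.10, *wtf4* −1.12, *wtf9* −0.22, *wtf11* −0.79, *wtf21* −0.18, *SPCC1235.17* −0.21, *SPAC977.06* −0.51, *clr1* −0.21, *clr3* −0.13, *hos2* −0.0039, *mit1* −0.0079, *swi6* −0.31, *SPNCRNA.1314* −1.19, *meu31-antisense-1* −0.22, *mfm1* −1.15 and *frp2* −0.045.

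Without a filter, or over all members of a class, the medians were 0.98 for snoRNAs and 2.18 for tRNAs. At 50 reads, which tests fewer transcripts, 1524 CUTs, 624 XUTs and 81 tRNAs were higher, with medians of 2.18 for tRNAs, 1.47 for snRNAs and 0.62 for pseudogenes. By adjusted p alone, 2368 protein-coding genes were higher and 359 lower, and 212 ncTUs, 44 snoRNAs and 75 *mug* genes were higher. With a pseudocount 10 times larger, which shrinks changes of low values, the medians were 1.79 for CUTs, 1.04 for XUTs and 1.71 for tRNAs. Over transcripts that overlap no other on their strand, they were 2.76 for CUTs, 0.79 for annotated ncRNAs, 0.99 for XUTs, 0.38 for ncTUs, 1.45 for snoRNAs and 1.47 for snRNAs.

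Leaving out each library in turn, with the lone library of a strain assumed to vary like the others, gave 2304 to 2480 CUTs and 284 to 383 protein-coding genes higher, 24 to 33 lower, and medians of 0.62 to 0.93 for pseudogenes and 0.43 to 0.65 for rRNAs. Without either WT library the fit gave all transcripts the variance of the trend (infinite prior degrees of freedom), so its calls may be too liberal. Of the named genes that changed sign there, the log2 fold changes ranged from −0.149 to 0.169 for *swi6*, from −0.302 to 0.0868 for *clr6*, from −0.17 to 0.0303 for *ght5* and from −0.0984 to 0.0637 for *efr3*. Libraries of the same number share only a number (correlation of their deviations 0.0112), and with a replicate block 324 protein-coding genes were higher and 30 lower.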

Other observations

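The test of the chromosome ends was chosen after the result was seen.

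Of 24 measured genes of the *wtf* family, which includes meiotic drivers, 11 rose (11 also when adjusted over the list alone), with *wtf20* at a log2 fold change of 2.08 and *wtf6* at 1.51. With TMM factors over all transcripts 3 rose, with those from protein-coding genes 6 and with DESeq2 size factors 2. After quantile normalization 3 fell and none rose, and members may share reads. Of 13 copies of the Tf2 retrotransposon 4 rose (4 when adjusted over the list alone), with *Tf2-6* at 1.21. These calls were lost with TMM and DESeq2 factors (*Tf2-6* at 0.97 with TMM factors from protein-coding genes), 2 copies rose without WT library 1, and without *rrp6*Δ library 2 none of these 4 passed 2-fold (*Tf2-6* at 0.99) while 4 other copies rose. After quantile normalization none rose and 7 copies fell. Of 11 genes of iron starvation, the permease and oxidase genes *fip1* (−1.15) and *fio1* (−1.05) fell and the reductase gene *frp2* (1.11) rose, though not with TMM factors (0.87 with those from protein-coding genes), DESeq2 size factors (0.45) or after quantile normalization (−0.045). The call of *fio1* is lost without WT library 1 (−0.99) and without *rrp6*Δ library 1 (−0.97). Of 25 genes of conjugation and pheromone response, 6 rose (3 without WT library 1 and 3 without *rrp6*Δ library 2) and *ste4* fell (−1.02), a call lost without WT library 2. The balance of this group depends on the scaling, with 2 higher and 3 lower under TMM factors over all transcripts, 2 and 2 under those from protein-coding genes, 2 and 4 under DESeq2 size factors, and 1 and 5 after quantile normalization. Of 18 heat shock chaperone genes, 1 rose, *hsp16*. The medians were 0.18 for 10 histone genes, 0.16 for 23 genes of ribosome biogenesis, −0.055 for 139 ribosomal protein genes (a list that also takes in RNase P subunits), 0.29 for 16 genes of HDACs and SHREC, 0.43 for 16 genes of RNAi and H3K9 methylation, −0.13 for 8 genes used as auxotrophic markers and −0.11 for 15 housekeeping genes, against 0.26 for all protein-coding genes. *alr2*, which encodes an alanine racemase and was singled out after its values were seen, fell by 3.99.

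Of genes that the paper studies by Northern blot or with TSA, *tgp1* was at 2.80, *meu19* at 2.17, *meu31* at 1.98, *cta3* at 2.74, *mel1* at 3.10, *mug147* at 1.79, *ght6* at 2.40 and *SPAC2E1P3.05c* at 1.69 in *rrp6*Δ relative to WT, and all of these rose, though *meu31* (0.65) and *ght6* (0.53) lose their calls after quantile normalization. *mug14* had 0.65 (adjusted p = 0.00615 from limma), *mei2* −0.82, *adh1* −0.42, *ctr4* 0.41, *ght1* −0.10, *ght5* −0.07 and *ght8* 0.091, all under 2-fold with the deposited factors. With other scalings *mei2* was called lower, at −1.36 with TMM factors over all transcripts, −1.07 with those from protein-coding genes, −1.49 with DESeq2 size factors and −1.29 after quantile normalization, and *adh1* with DESeq2 size factors (−1.09). At *pho1*, the transcript on chromosome II from 4446373 to 4449053 had −0.78, and was called lower with TMM factors over all transcripts (−1.32), with those from protein-coding genes (−1.02) and with DESeq2 size factors (−1.44). Over its coding sequence from 4447557 to 4448918 the mean went from 26353 to 11221 normalized read counts (log2 ratio −1.23), and over the rest of the transcript from 277 ± 22.1 (SD, n = 2) to 4323 ± 463 (log2 ratio 3.96). The reference annotation places the ncRNA nc-pho1 on the same strand from 4446359 to 4448918, so reads of the ncRNA and of *pho1* mRNA are not separated over the coding sequence. It also places the ncRNA nc-tgp1 from 352335 to 354234, which overlaps 1 end of the *tgp1* transcript (350692 to 352369). The paper reports that nc-tgp1 accumulates when Rrp6 is lost. The ncRNA prt2, from 4442542 to 4445970, overlaps the *pho84* transcript (4444125 to 4446200). Whether reads of these ncRNAs add to the values of *tgp1* and *pho84* was not analysed here.

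Hypothesis: genes that fell in *rrp6*Δ lie near chromosome ends. Of the 28 genes on chromosomes I and II that fell, 11 (39.3%) lie within 100 kb of an end, against 96 of 4151 tested (2.31%; Fisher's exact test, two-sided, p = 8.79e-12). Of the 253 that rose, 28 do (11.1%, Fisher's exact test, two-sided, p = 7.17e-13), so both directions are over-represented there. A difference at the chromosome ends, such as between strain backgrounds, may contribute, and neighbouring genes are not independent.

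Hypothesis: genes that rose carry the hexamer TNAAAC that Mmi1 binds. Without the members of the Mmi1 group, 311 genes that rose hold 2.22 TNAAAC per kb against 2.55 of the reversed hexamer CAAANT, and 4738 other genes 1.76 against 2.40. TNAAAC is thus the rarer of the pair in both, by a margin 0.31 per kb smaller in genes that rose (two-sided permutation test, p = 0.001), while the Mmi1 group holds 6.50 TNAAAC per kb. The test leaves the hypothesis open, since it asked for more TNAAAC than CAAANT in genes that rose, and genes are not independent replicates.

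Hypothesis: genes with an antisense CUT have less mRNA in *rrp6*Δ. The 300 genes covered to at least 50% by CUTs of the opposite strand had a median log2 fold change of 0.25, and the 3440 genes with no CUT had 0.25 (difference −0.0015, two-sided permutation test, p = 0.95). The prediction, a median more than 0.1 lower for genes with antisense CUTs, was thus not met. No interval for the difference was computed and genes are not independent replicates, so how large a shift remains possible is not known.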
